# Lack of placental neurosteroid alters cortical development and female somatosensory function

**DOI:** 10.3389/fendo.2022.972033

**Published:** 2022-10-13

**Authors:** Dana Bakalar, Jiaqi J. O’Reilly, Helene Lacaille, Jacquelyn Salzbank, Jacob Ellegood, Jason P. Lerch, Toru Sasaki, Yuka Imamura, Kazue Hashimoto-Torii, Claire-Marie Vacher, Anna A. Penn

**Keywords:** neuroplacentology, allopregnanolone (3α,5α-THP), somatosensory cortex (S1), placenta, postmortem human brain, preterm birth, GABAA receptor (GABAAR)

## Abstract

Placental endocrine function is essential to fetal brain development. Placental hormones include neurosteroids such as allopregnanolone (ALLO), a regulator of neurodevelopmental processes *via* positive allosteric modulation of the GABA_A_ receptor (GABA_A_-R). Using a mouse model (plKO) in which the gene encoding the ALLO synthesis enzyme is specifically deleted in trophoblasts, we previously showed that placental ALLO insufficiency alters cerebellar white matter development and leads to male-specific autistic-like behavior. We now demonstrate that the lack of placental ALLO causes female-predominant alterations of cortical development and function. Placental ALLO insufficiency disrupts cell proliferation in the primary somatosensory cortex (S1) in a sex-linked manner. Early changes are seen in plKO embryos of both sexes, but persist primarily in female offspring after birth. Adolescent plKO females show significant reduction in pyramidal neuron density, as well as somatosensory behavioral deficits as compared with plKO males and control littermates. Assessment of layer-specific markers in human postmortem cortices suggests that preterm infants may also have female-biased abnormalities in cortical layer specification as compared with term infants. This study establishes a novel and fundamental link between placental function and sex-linked long-term neurological outcomes, emphasizing the importance of the growing field of neuroplacentology.

## Introduction

A key role of placental hormones in neurodevelopment has long been hypothesized (1–3). Placental dysfunction (e.g. due to infection or malperfusion) and premature loss of the placenta (i.e. preterm birth) are associated with abnormal brain development and neurological and cognitive deficits, even in late-preterm infants who are not otherwise ill (2, 4–9). One important placental hormone is allopregnanolone (3α,5α-tetrahydroprogesterone or ALLO), which derives from progesterone *via* a two-step enzymatic pathway concluding with the action of 3α-hydroxysteroid dehydrogenase (3α-HSD), an enzyme encoded by the *akr1c14* gene in mice. ALLO levels increase during mid-to-late pregnancy in both mother and fetus (10, 11), and although the brain can produce ALLO from its precursors starting near term (12–14), fetal ALLO is primarily placental in origin (15).

ALLO is a potent allosteric modulator of the ligand-gated GABA_A_ receptor (GABA_A_-R), a receptor involved in the regulation of many neurodevelopmental processes such as neurogenesis, cell survival, cell migration and synaptogenesis (16–22). ALLO has been shown to control cell proliferation in multiple model systems and cell types *via* its action on GABA_A_-Rs (23). Treatment with ALLO acts on intermediate progenitor cells (IPCs), increasing proliferation in the cortical subventricular zone (SVZ) and down-regulating genes that promote cell cycle exit (22, 24, 25).

Fetal brain ALLO levels peak in mid-to-late gestation (15, 26, 27), which coincides with the formation and expansion of the cerebral cortex. In mouse, placental expression of the *akr1c14* gene is highest at about embryonic day (E) 15 (15), a stage at which the number of IPCs quickly expands in the SVZ (28, 29). IPCs give rise to post-mitotic newborn excitatory pyramidal neurons that will migrate to the upper layers (layers II-IV, or ULs) of the developing cortex (30). IPCs express GABA_A_-Rs, enabling GABAergic regulation over their proliferation, differentiation and the migration of their daughter cells (31), further suggesting a role for ALLO during development. Human studies reported a similar rise in fetal ALLO during mid-to-late gestation (32, 33), coinciding with active IPC production in the SVZ (34). In humans, the ratio of UL versus deeper layer (DL) neurons is extraordinarily high, and likely contributes to cortical gyrification (35, 36), suggesting that loss of ALLO may cause significant damage to human neurodevelopment. In the present study, we have tested the hypothesis that insufficient placental ALLO affects cerebral cortex development in mouse and human. Loss of placental ALLO in preterm infants during this critical window of corticogenesis is a potential devastating factor for the developing brain, contributing to the etiology of prematurity cognitive disorders.

Much of previous research relied on pharmacologically manipulating ALLO levels, which differs from directly altering *de novo* ALLO during development. ALLO’s actions at GABA_A_-Rs are concentration-dependent (37), so supplementing ALLO can change its pharmacodynamics and alter downstream signaling pathways (18, 38–41). Studies blocking ALLO *via* pharmacological agents present compelling findings for a role of ALLO during development, but this approach alters a wide class of other hormones (42–44). Importantly, these pharmacological approaches could not specifically assess the *placental* contribution of ALLO to fetal neurodevelopment. The Cre-Lox akr1c14^Cyp19^ KO (plKO) mouse model that we recently developed overcomes these limitations by its tissue specificity, enabling us to isolate the consequences of placental ALLO insufficiency on brain development. Using this model, we have previously found that placental ALLO supports cerebellar white matter development, and that its depletion increases the risk of Autism Spectrum Disorders (ASD)-like features in male, but not female, progeny (15). Since much of corticogenesis occurs embryonically, when fetal (placental) ALLO is high, we aimed to determine if placental ALLO contributes to the development of the cortex.

Here we demonstrate in the plKO mouse model that reduced placental ALLO production results in predominantly female impairments of cortical development, in particular in the primary somatosensory cortex (S1). Furthermore, the analysis of human postmortem cortical specimens suggests that preterm birth causes similar sex-biased disruption in the upper-layer formation. Overall, our study shows that placental hormones such as ALLO support fetal brain development in a sex- and region-dependent manner, and that their loss may contribute to long-term neurobehavioral outcomes of prematurity.

## Materials and methods

### Mice

#### Animal care and use accreditations

Animals were group housed with a 12 hour light/dark cycle and ad libidum access to food and water. Mice were bred and maintained at the Association for Assessment and Accreditation of Laboratory Animal Care International accredited Children’s National Research Institute Animal Facility. All experiments and procedures were done in compliance with the Animal Welfare Act, the regulatory requirements of the NIH Office of Laboratory Animal Welfare and the US Department of Agriculture and were approved by the Institutional Animal Care and Use Committee [protocol no. 30534 (PI: Penn)]. Children’s National Research Institute has currently approved Animal Welfare Assurance Agreements with the PHS Office of Laboratory Animal Welfare [D16-00219 (A3338-01)].

#### Akr1c14-floxed mice

The akr1c14-floxed mouse (akr1c14^fl/fl^) was created by Ingenious Targeting Laboratories (Ronkonkoma, NY, USA), as previously described (15).

#### Cyp19-Cre mice

The Cyp19-Cre mouse line (#5912 line), which expresses Cre exclusively in trophoblast cells, was obtained from Dr. Gustavo Leone, Ohio State University (45).

#### Akr1c14^Cyp19^ (plKO) mice

The akr1c14^Cyp19a^KO (plKO) mouse was generated by successive crosses from progenitor akr1c14-floxed and Cyp19-Cre animals. Homozygous Cyp19-Cre females were crossed to homozygous akr1c14-floxed males. Resulting females (hemizygous for Cre and heterozygous for LoxP sites flanking *akr1c14*) were mated to homozygous akr1c14-floxed males. Female offspring homozygous for LoxP and positive for Cre were crossed with homozygous akr1c14-floxed males, resulting in experimental animals, the plKO mice and littermate controls (Ctrl). The generation and genetic validation of the plKO mice has been previously described (15). Both male and female offspring were used in all studies described. The body weight was monitored across postnatal development into adulthood for all genotypes.

#### PCR genotyping

Genomic DNA was extracted using the Extracta DNA Prep for PCR kit and genotyped with AccuStart II GelTrack PCR SuperMix (Quanta Biosciences, Gaithersburg, MD, USA). Primers used to genotype and sex animals are available in **Supplementary Table 1**. PCR was run in a 2720 ThermoCycler (Applied Biosystems, Waltham, MA, USA) with the following program: 94° for 3 minutes; (94° for 30 seconds, 60° for 30 seconds, 72° for 1 minute) x 30 cycles; 72° for 10 minutes.

### Human samples

The NIH NeuroBioBank (University of Maryland, Baltimore, MD) provided the frozen human Brodmann Area 10 cortex samples (request ID #709). Donors comprised 6-week-old term infants (average age) and corrected age matched preterm infants. Those with major congenital anomalies or known genetic diagnoses, and those with meningitis or stroke as cause of death were excluded. The sex, completed gestational weeks and cause of death varied, but the majority were caused by sudden infant death syndrome, with no CNS infection, hemorrhage or malformation noted. Donors’ information were previously reported in (46).

### BrdU and EdU labeling of proliferating cells

Proliferating cells were labeled *in utero* (at E15.5, determined by observation of vaginal plugs, the day of plug being E0.5) by maternal intraperitoneal injection of BrdU (50 mg/kg of maternal body weight; Thermo Fisher Scientific, Waltham, MA, USA) or EdU (123 mg/kg; Thermo Fisher Scientific) (47) dissolved in sterile normal saline solution. 10% DMSO was added to dissolve EdU in the saline solution.

### Tissue collection

#### Embryonic brains

Gestational age was determined by observation of vaginal plugs (the day the plug was observed is day 0.5). For collection of embryonic tissue, dams were euthanized using carbon dioxide exposure followed by cervical dislocation. Embryos were then dissected out and decapitated. Brains were removed from the skull and either post-fixed in 4% paraformaldehyde (PFA) for 1-2 days, then transferred to 30% sucrose at 4° until equilibrium (for immunohistochemistry), or flash frozen in liquid nitrogen and stored at -80° until use (for Western blots).

#### Postnatal brains

At P30, animals were euthanized either *via* carbon dioxide asphyxiation or by transcardial perfusion with 4% PFA under deep isofluorane anesthesia. For RNA extractions, cerebral cortex was dissected and flash frozen with liquid nitrogen and stored at -80°C until use. For immunohistochemistry, brains were post-fixed overnight in 4% PFA at 4°C. All fixed tissues underwent a sucrose gradient of 10%, 20% and 30% over three days at 4°C.

### 3’mRNA-sequencing

#### Tissue collection and RNA extraction

Bilateral cerebral cortex from Ctrl and plKO mice (males and females; 3 animals/group) were dissected at P30 and flash frozen. Tissue homogenization and total RNA extraction were performed using the *mir*Vana Isolation kit (Thermo Fisher Scientific; #AM1560) as per the manufacturer’s instructions.

#### Library Preparation, Sequencing for mRNA and Data Analysis

All the procedures have been described previously (15). The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE173440. 

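In the cerebral cortex libraries of 12 mice at postnatal day 30, 3 each of Ctrl and plKO males and females, the sex of each library could be read from its genes. Xist, the RNA that silences an X chromosome in females, was between 287 and 646 normalized counts in the 6 female libraries and between 0 and 10.3 in the 6 male libraries. Ddx3y, a helicase gene of the Y chromosome, was between 130 and 147 in males and between 0 and 1.94 in females. Over 10660 genes with at least 10 normalized counts in at least 3 libraries, the first principal component held 17.4% of the variance and separated the sexes, with a mean of -13.0 in females and 13.0 in males (exact permutation test, two-sided p = 0.00216). Ctrl and plKO libraries were not separated by a difference in means on the first component (exact permutation test, two-sided p = 0.764) or on the second, which held 12.0% (p = 0.348). The libraries at the ends of these components were male Ctrl replicate 1 and male plKO replicate 1, at 28.7 and 29.7 on the first, and female Ctrl replicate 3, at 30.3 on the second. Pearson correlations of log2(normalized count + 1) between libraries of the same sex and genotype were between 0.939 and 0.959, and those between libraries of different groups were between 0.932 and 0.964. These correlations are across genes, which are not independent replicates, and no single library was tested against the others.

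**Figure D1:**
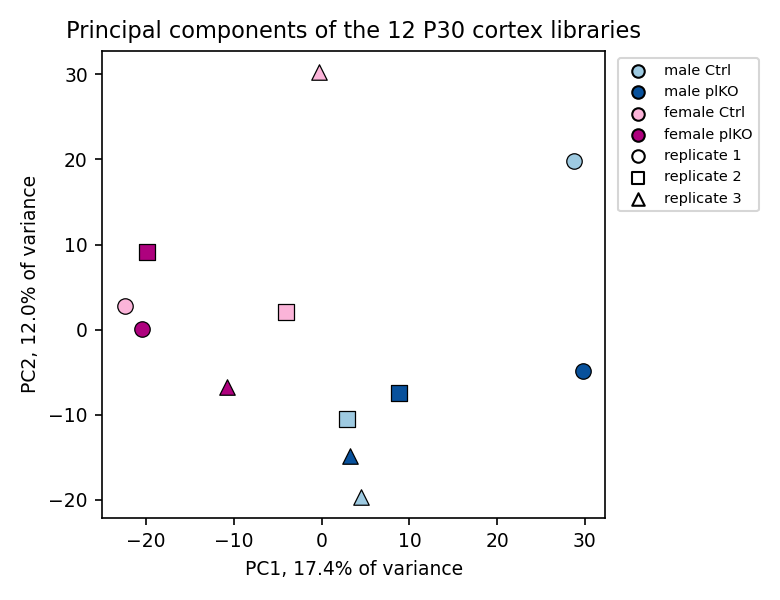
Principal components of the 12 cerebral cortex libraries, with the first component on the horizontal axis and the second on the vertical axis, in units of log2(normalized count + 1). Each point is 1 library. Females lie between -22.4 and -0.32 on the first component and males between 2.92 and 29.7.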

Principal component analysis and scatter matrices revealed no outliers in our biological replicates. Differentially expressed genes had to meet the following criteria: p<0.05; fragments per kb of transcript per million mapped reads values more than one; and fold change greater than 1.5. These cutoffs’ limits were validated using qRT-PCR on cortical samples from both similar and different mouse cohorts. Ingenuity Pathway Analysis (Qiagen, Redwood City, CA, USA) was used to identify the top differentially regulated biological functions and disease processes.

### qRT-PCR

Mouse S1 somatosensory cortex and human Brodmann Area 10 tissues were homogenized in TRIzol™ Reagent (Thermo Fisher, Waltham, MA, USA; #15596018); total RNA was extracted with the RNeasy Mini Kit (Qiagen Venlo, The Netherlands; #74104) and quantified with a Nanodrop ND-2000C (Thermo Fisher). 1 μg of RNA was used to make cDNA with the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA; #1708891). All primer pairs were designed and validated in-house for efficiency and specificity. RT-PCR experiments were performed on cDNA samples in presence of SsoAdvanced Universal SYBR Green Supermix (Bio-Rad; #1725271) with specific primers at 100 nM using the ABI Prism 7500 Sequence Detection System (Thermo Fisher). The cDNA-generated signals for target genes were normalized with the glyceraldehyde 3-phosphate dehydrogenase (*gapdh*). Primers used for qRT-PCR are available in **Supplementary Table 1**. The regulation was determined with the 2^–ΔΔCq^ method. Results are expressed as fold change compared to the control group.

### Western blots

Protein extracts from E15.5 female cortices were harvested by sonication in 1× RIPA lysis buffer and quantified for concentration using the Pierce BCA protein assay (Thermo Fisher Scientific). 25 μg of proteins were separated by SDS-PAGE and transferred onto PVDF membranes (0.2-μm-large pores) using the Bio-Rad system. Blots were blocked for one hour with 5% non-fat dry milk in TBS with 0.1% Tween-20 (TBS-T) and incubated overnight at 4°C in 3% BSA in TBS-T with antibodies against: BCL-2 (1:1,000; Cell Signaling, Danvers, MA, USA; #2772), BAX (1:1,000; Cell Signaling; #2772) or β-tubulin (1:2,000; Cell Signaling; **#** 2146). HRP-conjugated secondary antibodies, mouse IgG kappa binding protein (1:2,000; Santa Cruz; #sc-51602) or anti-rabbit IgG (1:2,000; Cell Signaling; #7074) were incubated for one hour, and chemiluminescence was detected using Clarity Western ECL Substrate on a Bio-Rad ChemiDoc MP imaging system. Using ImageJ software (http://rsb.info.nih.gov/ij/), all targets were analyzed densitometrically relative to β-tubulin loading control, and then were normalized to the average density of all bands within each blot to account for inter-run variability.

### Immunohistochemistry

Brains used for immunohistochemistry were sectioned coronally at 20 µm (embryonic brains) or 40 µm (P30 brains) using a sliding microtome (Thermo Fisher Scientific). EdU incorporation was detected by reaction with azide-conjugated Alexa555, following manufacturer instructions (Click-iT EdU Alexa Fluor 555 Imaging Kit, Thermo Fisher Scientific). Briefly, sections were incubated for 30 min in the dark in freshly made Click-iT reaction cocktail and then washed in PBS containing 0.3% Triton-X (PBST). BrdU, when used, was uncovered by a 30 min NAOH 2N submersion, followed by washing in PBST. Sections were blocked for 1.5 hours at room temperature in PBST containing 10% normal donkey serum and 0.3% Triton X-100, before being incubated overnight at 4° with primary antibodies. The next day, sections were washed 3 times with PBST and incubated in secondary antibodies at room temperature for 1.5 hours, then washed as before and mounted in Fluoromount-G mounting medium (Southern Biotech, Birmingham, AL, USA). Staining was performed using the following primary antibodies: BrdU (1:500; Abcam; #ab6326), COUP-TF-interacting protein 2 (Ctip2; also called BCL11B; 1:500; Novus biologicals, Littlecon, CO, USA; #NB100-2600), Special AT-rich sequence-binding protein 2 (Satb2; 1:250; Abcam; #ab51502), Cut like homeobox 1 (Cux1; also called CDP; 1:1,000; Santa Cruz; #sc-6327), Forkhead box protein P2 (FoxP2; 1:1,000; Abcam; #ab16046), Ki67 (1:250; Abcam; #ab15580) or phospho-Histone 3 (pH3; 1:500; Santa Cruz; #sc-56745). The following secondary antibodies were used at 1:2,000: donkey anti-mouse Alexa-488 (Invitrogen; #A-21202), donkey anti-rabbit Alexa-488 (Invitrogen; #A-21206), donkey anti-mouse Alexa-555 (Invitrogen; #A-31570), donkey anti-rabbit Alexa-555 (Invitrogen; #A-31572), donkey anti-mouse Alexa-647 (Invitrogen; #A-31571), donkey anti-rabbit Alexa-647 (Invitrogen; #A-31573).

### Imaging and quantification

#### Imaging procedures

Brain sections were selected to sample the developing and adult somatosensory cortex. Embryonic sections were selected from the middle of the embryonic brain’s rostral caudal axis [Allen Developing Brain Reference Atlases, TS24 (E15.5) and TS25 (E17.5)]. A minimum of two sections from each animal were analyzed in each staining, and the counts were averaged to provide the final data used. For postnatal brain sections, four images were taken of the barrel subfield of S1 in each hemisphere of each cortex (based on the Allen Brain Reference Atlas), and data from these images was averaged. Confocal images (Z-stacks of between 5 and 8 1-2-μm optical sections) of all sections were acquired with an Olympus FV1000 laser scanning confocal microscope through a 20× oil objective. Four different laser lines were used for imaging: FITC (488 nm excitation; 522/35 emission filter), Cy3 (560 nm excitation; 605/32 emission filter), Cy5 (647 nm excitation; 680/32 emission filter) and DAPI (400 nm excitation). All counting was performed by an individual blind to group allocation of the animals.

#### Cell proliferation assays

Mitosis was examined by staining for pH3 (marking mitotic cells), and the number of pH3+ cells in a 450-µm by 350-µm ROI including the ventricular zone of the cortex was assessed. Imaris-Bitplane software (South Windsor, CT, USA) was used for embryonic cell counts. Cells were identified using the “spots” function. The “colocalize spots” plugin was further used to identify co-localization of antigens. Spot criteria were adjusted until visible cells were counted but background was not. Cells identified by the program were visually assessed and false positives (marking fibers, bright areas of background and other aberrations) were manually removed. To assess proliferation of Ctip2+ and Satb2+ neurons, confocal images were cropped using ImageJ to a 400 μm-wide ROI spanning the cortical plate vertically. Within this ROI, total cells identified with Imaris as double positive for both BrdU and Ctip2, or for BrdU and Satb2 were divided by the total number of BrdU+ neurons in each image, to yield a ratio of proliferating cells bound for upper versus lower cortical layers.

#### Cell cycle kinetics

Cell cycle kinetics in E15.5 mice were assessed using Imaris software in combination with manual counting in an ROI (of variable size) incorporating the VZ and SVZ. The technique is described in detail in (48, 49). Briefly, the dam was injected with EdU at Time 0. Cells in S-phase at this time incorporate the EdU. Later, a second injection with BrdU is done and cells in S-phase at this time are marked. The cells remaining in S-phase at the time of dissection (S_cells_) are BrdU+, while cells that left the cycle prior to the BrdU injection (L_cells_) are EdU+/BrdU-. With T_i_ as the interval between the injections, the length of S-phase (T_s_) can be calculated (50) as follows: T_s_ = T_i_/(L_cells_/S_cells_). Then the length of the cell cycle (T_c_) can be estimated using the number of total proliferating cells, here labeled with Ki67 (P_cells_) as follows: T_c_ = T_s_/(S_cells_/P_cells_).

#### Assessment of cortical upper and deep layer principal cell densities

In P30 brains, a 750-μm-wide ROI containing the full vertical span of S1 cortex was assessed for number of Cux1+ and Foxp2+ cells. Cell densities were determined by using the ImageJ “Find Maxima” application on the clearest image in each z-stack. Tolerance was adjusted until visible cells were counted but background was not. The density of Cux1+ cells was calculated in layers II-IV of the S1 and the density of FoxP2+ cells was calculated in layers V/VI by dividing cell count by the area of the defined layers. Layer identity was determined based on DAPI counter-staining.

### Magnetic resonance imaging (MRI)

The procedures were the same as previously described and the current cortical data was obtained from the same set of brains as in (15).

#### Brain preparation

Anesthetized P30 mice were perfused intracardially with 30 mL of 0.1 M PBS containing 10 U/100 mL heparin (Sigma) and 2 mM ProHance (gadolinium contrast agent, Bracco Diagnostics, Monroe Township, NJ, USA), followed by 30 mL of 4% paraformaldehyde (PFA) and 2 mM ProHance. Following perfusion and decapitation, brains in skulls were postfixed in 4% PFA and 2 mM ProHance at 4°C overnight and then kept in PBS with 2 mM ProHance and 0.02% sodium azide for at least one month prior to MRI scanning (51, 52).

#### Diffusion tensor image (DTI) acquisition

Brain imaging was performed using a multi-channel 7 Tesla MRI scanner (Agilent Inc., Palo Alto, CA, USA). For DTI Imaging, brains were scanned with a 3D diffusion-weighted FSE scan (53, 54). The DTI sequence parameters were as follows: TR of 270 ms, echo train length of 6, intial TE of 32 ms, and a TE of 10 ms for the remaining 5 echoes, 1 average, FOV of 14 mm × 14 mm × 25 mm and a matrix size of 180 × 180 × 324 resulting in an image with 78 µm isotropic voxels. Using the Jones30 scheme (55), five b=0 s/mm^2^ images and 30 high b-value (b=2147 s/mm^2^) were acquired in 30 different directions. The entire imaging duration was about 12 hours. The FSL software package (FMRIB, Oxford, UK) was employed to generate fractional anisotropy and mean diffusivity (MD) maps for each brain sample.

#### MRI registration and analysis

The b=0 s/mm^2^ images were registered linearly (6 followed by 12 parameter) and non-linearly to determine any alterations to the mouse brains owing to genotype and sex. Registrations were carried out using a combination of mni_autoreg tools (56) and ANTS (advanced normalization tools) (57). After registration, all scans were resampled using an appropriate transform to create a population atlas depicting the average anatomy of the study samples. The final registration results in the individual images deformed into unbiased alignment with one another. Individual DTI parameter analyses compared intensity differences of MD between genotype and sex.

### Behavioral phenotyping

Animals underwent a series of behavioral tests beginning between 35 and 37 days of age, and completed the series within a two-week period. One test was carried out per day in the sequence described below at P35, P36 and P37 respectively.

#### Open field

Animals were habituated to the testing room for one hour, and then placed individually in the open field apparatus and recorded for 30 minutes. The open field was made up of a 16x16 square grid of 4 square inches. Mice were recorded from above with a USB webcam. Videos were analyzed with ANY-Maze software (Stoelting, Wood Dale, IL, USA). Average speed and total distance travelled during the trial were measured to assess overall activity level and motor function. Proportion of time spent in the central area (consisting of the central 4 squares in the grid) versus the surrounding squares was determined to assess anxiety and exploratory behavior. After testing, each animal was removed to a holding cage until all animals from the home cage had been tested. Between animals, the apparatus was wiped down with 70% ethanol.

#### Continuous spontaneous alternations Y-Maze

Spontaneous alternation is a simple, hippocampus-dependent task measuring working memory (58, 59). After habituation to the testing room for one hour in its home cage, the mouse was placed in the center of a Y-maze with arms labeled A, B and C, and allowed to freely explore. Arm choice was recorded by an observer blind to the genotype of the animal during an 8-minute period. The mouse was then removed to a holding cage (identical to the home cage) until all animals from the home cage had been tested to minimize disruption to animals yet to be tested. Between animals, the apparatus was cleaned with 70% ethanol. Spontaneous alternation behavior was scored by determining the number of three unique arm entries (alternation) divided by the total number of arm entries minus 1 (59).

#### Somatosensory novel object discrimination

This task is a modification of a standard novel object test (60) in which the animal is presented with two identical objects and then, following a period of time, with one of the original objects and a novel object. It tests recognition memory, a non-spatial memory paradigm. We ran this test under infrared light, to exclude the effects of vision and specifically test somatosensory system function. The initial objects were columns (2 inches high and 1 inch in diameter) made of hard plastic. The novel object was a large plastic binder clip, placed with metal prongs upright. This test was filmed from above and analyzed using ANY-Maze. Each animal was exposed to the initial objects under infrared light for 10 minutes on day 1 of testing. Following a 12-hour break, animals were exposed to one novel and one familiar object for ten minutes, with the side each was presented on systematically varied. After testing, each animal was removed to a holding cage until all animals from the home cage had been tested. Between animals, the apparatus was cleaned with 70% ethanol. Recognition Index (RI), which corresponds to the ratio between the time spent exploring the new object relative and the total exploration time, was assessed.

### Statistical analysis

Data analysis was performed using GraphPad Prism version 6.00 for Windows (GraphPad Software, www.graphpad.com). First, outliers over 2 standard deviations from the mean were excluded, and then normality of remaining data was assessed by the D’Agostino-Pearson normality test. For normal data, either 2-way ANOVA, followed by Sidak’s or unpaired Student’s t-test followed by Tukey *post-hoc* testing was used. Bonferroni corrections were used for multiple t-tests. For nonparametric data, we used the Mann-Whitney test. Expression data over time was analyzed with one-way ANOVA with tests for linear trend. Mean diffusivity (MD) data were analyzed for each cortical region using three-way ANOVA to assess the interaction effect between genotype, sex and region. Tukey’s method was used for multiple comparison *post-hoc* testing. Summary data are presented in the text as mean ± SEM from n animals. The p-values reflecting the likelihood of association between the experimental differentially expressed genes and diseases/functions given by Ingenuity Pathway Analysis were calculated using a right-tailed Fisher’s exact test. Differences were considered significant at p<0.05. Replicate numbers, p values and statistical tests used for each analysis are indicated in the figure legends. All measurements were performed in mice of both sexes and statistically analyzed by sex except where indicated.

## Results

### Cortical transcriptome is altered in adolescent mice following placental ALLO insufficiency

RNA-sequencing on whole cerebral cortex at P30 identified 162 upregulated and 169 downregulated genes in plKO males as compared with their littermate controls (**Figure 1A**; **Supplementary Figure 1A**; **Supplementary Table 2** sheet 1). 

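Cerebral cortex RNA from 3 mice of each sex and genotype was sequenced at P30 as 3' mRNA libraries (QuantSeq FWD), in which a read marks the 3' end of a polyadenylated transcript, so that the count of a gene does not grow with its length. The genotypes called Ctrl and plKO in the paper are called WT and KO in the sample labels. The submitters' notes name STAR 2.5.2a and HTSeq and the mouse genome build GRCm38, without the role of each. The normalization is not given in the sources used here. Of the authors' 2 tables of the same 48 libraries, the first holds gene counts divided by a size factor for each library, called normalized counts here, and the second holds values quantile-normalized over all libraries. In the first table, 98.7 to 99.0% of the low values above 0 in a cortex library were whole multiples, within 0.01, of a step of 0.812 to 1.66 worth 1 read. Divided by this step, the library totals were 1262221 to 1788355 reads assigned to genes in Ctrl females (median 1397780), 1301570 to 1607456 in plKO females (median 1604532), 1046642 to 1485216 in Ctrl males (median 1238301) and 1133809 to 1448897 in plKO males (median 1286012). These totals give counting depth only, since no molecular identifiers are named in the sources used here. A single gene, Yam1, took 10.1 to 23.2% of a cortex library. The tables differ gene by gene. The Spearman correlation between them across genes was 0.799 to 0.821 per library, and of 10660 cortex genes 706 were more than 4-fold lower and 191 more than 4-fold higher in the quantile-normalized values. Normalized counts were analysed as log2(value + 1) with limma-trend over genes with a value of at least 10 in at least 3 of the libraries compared, so that fold changes understate the change of low genes. Adjusted p-values are by Benjamini and Hochberg. Gene lists were written before the data were examined, but after the paper and its table of changed genes from these libraries had been read. The lists were tested with camera at a preset correlation between genes of 0.01.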

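In the male cortex no gene passed an adjusted p under 0.05 from limma among 9993 genes tested. At an unadjusted p under 0.05, 160 genes were higher and 123 were lower in plKO than in Ctrl males, where a share of 0.05 gives about 500. In simulated data 3.24% of unchanged genes were under this p, so 500 may overstate chance. Dtwd2 (ENSMUSG00000024505), which modifies uridines of transfer RNA, lies on chromosome 18 of GRCm38 from 49696145 to 49755601 and had the smallest p. It was 133 ± 5.97 normalized counts in Ctrl and 45.8 ± 25.4 in plKO males (SD, n = 3 mice), a log2 fold change of -1.64 (standard error 0.27, adjusted p = 0.171 from limma). In the quantile-normalized values Dtwd2 was 28.1 in Ctrl and 27.4 in plKO males. Sdhd (ENSMUSG00000000171), a membrane subunit of succinate dehydrogenase on chromosome 9 from 50596357 to 50603812, was 21.9 ± 3.14 in Ctrl and 54.8 ± 8.64 in plKO males (SD, n = 3), a log2 fold change of 1.28 (standard error 0.24, adjusted p = 0.272 from limma). Lmtk2, a membrane kinase on chromosome 5, was 24.9 ± 10.5 and 61.2 ± 12.4 (SD, n = 3; log2 fold change 1.32, adjusted p = 0.704 from limma). Ttr, the thyroid hormone carrier that choroid plexus makes in large amounts, was 34.4 ± 11.4 in Ctrl and 185 ± 138 in plKO males (SD, n = 3; log2 fold change 1.94, adjusted p = 0.9998 from limma), and 32.3, 220 and 302 in the single plKO libraries. Of the 10 genes ranked first in the paper's table for males, Sdhd and Ttr reached the minimum of 10 normalized counts and the other 8 did not. The immediate early list, genes that neuronal activity switches on, had a median log2 fold change of 0.25 with 18 of 23 genes higher (adjusted p = 0.318 from camera), and of -0.53 without male plKO replicate 3. The mitochondrially encoded list had a median of 0.10 with 27 of 35 genes higher (adjusted p = 0.145 from camera). Smooth muscle markers were lower in plKO males, at a median of -0.62 over 3 of 3 genes (adjusted p = 0.0101 from camera, 0.874 with an estimated correlation). All 3 plKO libraries lay on the same side of all 3 Ctrl libraries for 8.05% of genes, where chance gives 10%, and voom on estimated reads called no gene at an adjusted and 244 at an unadjusted p under 0.05. A block by replicate number was also run, since same-numbered male cortex libraries deviated together. That pairing was read from the same values and is not given in the labels, so the smaller p-values with it are not independent support. With the block, Dtwd2 fell (adjusted p = 0.000484 from limma), and 288 genes were higher and 219 lower at an unadjusted p under 0.05. The immediate early list (0.25, adjusted p = 0.0030), meningeal markers (-0.31, adjusted p = 0.036) and the mitochondrially encoded list (0.10, adjusted p = 0.011) passed the camera test as well. With an estimated correlation and no block these 3 lists had an adjusted p of 0.874, and an estimated correlation was not run with the block. Without male plKO replicate 1, Dtwd2 and Ttr passed (adjusted p = 0.000173 and 0.000146 from limma), without male plKO replicate 2 Ptgds did (adjusted p = 0.00705 from limma), and without male Ctrl replicate 1 there were 435 genes at an unadjusted p under 0.05.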

In P30 females, we found 242 upregulated and 262 downregulated genes in plKO compared to control mice (**Figure 1B**; **Supplementary Figure 1B**; **Supplementary Table 2** sheet 2). 

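In the female cortex Gas5 and Erbb4 fell in plKO mice at an adjusted p under 0.05 from limma among 10039 genes tested, and no gene rose. Gas5 (ENSMUSG00000053332) is a long noncoding RNA whose introns hold small nucleolar RNAs, on chromosome 1 of GRCm38 from 161034422 to 161038539. It was 478 ± 20.4 normalized counts in Ctrl and 224 ± 10.8 in plKO females (SD, n = 3 mice), a log2 fold change of -1.09 (standard error 0.13, adjusted p = 0.00561 from limma). Zbtb37 overlaps it on the opposite strand, and the strand rule of the counting is not given in the sources used here. Erbb4 (ENSMUSG00000062209), a neuregulin receptor found on cortical interneurons, lies on chromosome 1 from 68032186 to 69108059. It was 93.1 ± 23.3 in Ctrl and 29.7 ± 3.13 in plKO females (SD, n = 3), a log2 fold change of -1.59 (standard error 0.21, adjusted p = 0.0129 from limma). Both genes also differed between males of the same genotype, with Gas5 at 260, 285 and 454 in the 3 plKO males and Erbb4 at 89.7, 35.8 and 51.1 in the 3 Ctrl males. At an unadjusted p under 0.05, 242 genes were higher and 232 lower, where a share of 0.05 gives about 502. In simulated data 3.04% of unchanged genes were under this p, so 502 may overstate chance.
Immediate early genes were higher in plKO females, at a median log2 fold change of 0.91 with 24 of 25 genes higher (adjusted p = 1.1e-20 from camera, 0.648 with an estimated correlation). None of them passed over all genes, and 14 rose when adjusted over the list alone. Egr4, a transcription factor of this list, was 168 ± 53.3 in Ctrl and 391 ± 42.9 in plKO females (SD, n = 3; log2 fold change 1.26, adjusted p = 0.0532 from limma), and Npas4, another, was 20.0 ± 9.28 and 59.6 ± 11.9 (SD, n = 3; log2 fold change 1.62, adjusted p = 0.322 from limma). Mitochondrially encoded transcripts were lower, at a median of -0.46 with 34 of 35 genes lower (adjusted p = 7.2e-17 from camera, 0.648 with an estimated correlation), and 7 fell when adjusted over the list alone. The medians were -0.66 for the 22 transfer RNAs and -0.16 for the 11 messenger RNAs, and in the quantile-normalized values the list's median was -0.19. In the same libraries Malat1, an RNA kept in the nucleus, was higher, at 2969, 2068 and 2197 in the Ctrl and 4138, 3628 and 3659 in the plKO libraries (log2 fold change 0.68, adjusted p = 0.583 from limma), as was Snhg11, at 1177, 737 and 819 and at 1464, 1669 and 1506 (log2 fold change 0.79, adjusted p = 0.451 from limma). Ribosomal protein genes had a median of -0.14 with 68 of 79 lower (adjusted p = 2.4e-05 from camera, 0.648 with an estimated correlation), and genes of oxidative phosphorylation -0.07 with 49 of 68 lower (adjusted p = 0.0116 from camera, 0.786 with an estimated correlation; 1 fell when adjusted over the list alone). Ndufs2, a subunit of complex I on chromosome 1, had a log2 fold change of -0.82 (adjusted p = 0.618 from limma). Hippocampal markers had a median of -0.53 over 4 genes (adjusted p = 0.035 from camera, 0.648 with an estimated correlation). Slc1a2, the main glutamate transporter of astrocytes, was 4965 ± 1109 in Ctrl and 5102 ± 79.7 in plKO females (SD, n = 3; log2 fold change 0.06). Without female Ctrl replicate 2 no gene passed and the immediate early median was 0.48, while without female Ctrl replicate 1 there were 20 genes. Erbb4 also failed without female plKO replicate 1, without female plKO replicate 2 and in a fit of all cortex libraries. It was called in 11 of 16 alternatives and Gas5 in 14. Without female Ctrl replicate 3 or female plKO replicate 2 the mitochondrial median was -0.23 or -0.25, and voom on estimated reads called 8 genes. In the quantile-normalized values Gas5 and Erbb4 had log2 fold changes of -0.88 and -1.30 and an adjusted p of 0.136 from limma.

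**Figure D2:**
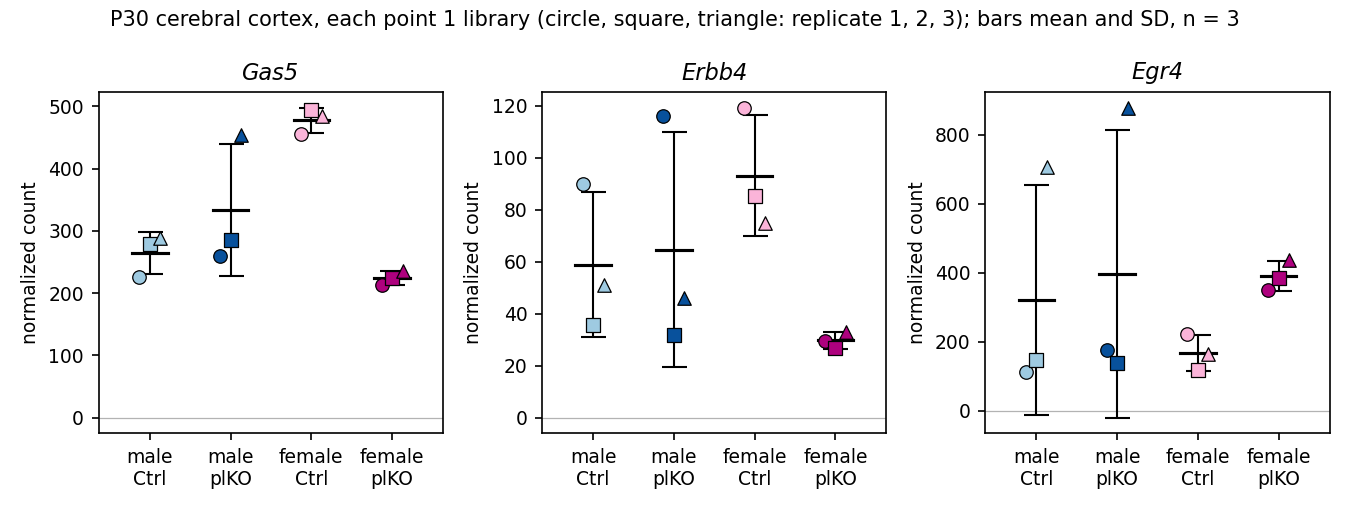
Normalized counts of Gas5, Erbb4 and Egr4 in single cortex libraries of each sex and genotype, with the mean and SD of 3 mice. In females the plKO libraries lie below the Ctrl libraries for Gas5 and Erbb4 and above them for Egr4.

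**Figure D3:**
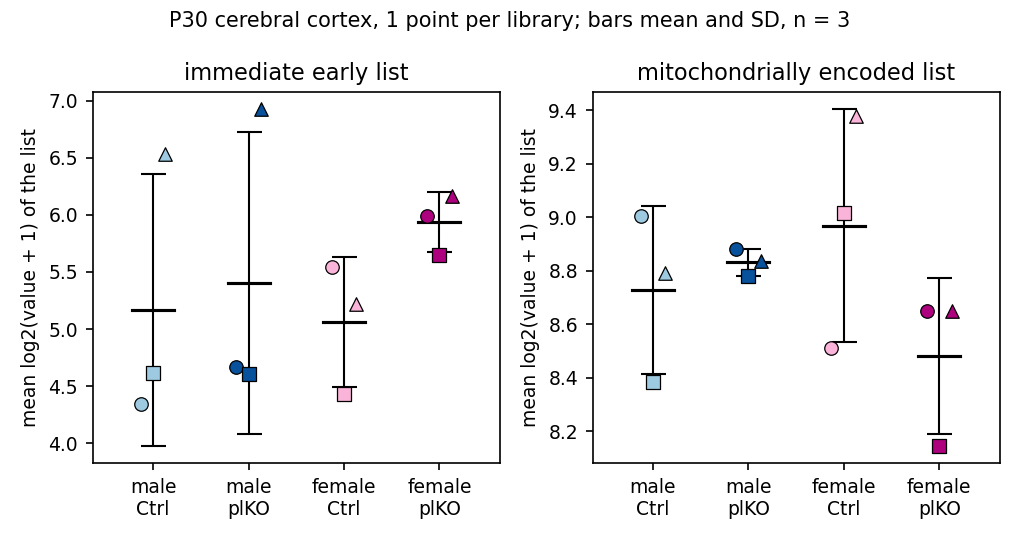
Mean log2(normalized count + 1) of the immediate early and the mitochondrially encoded lists in single cortex libraries of each sex and genotype, with the mean and SD of 3 mice. The immediate early means of females are 5.07 ± 0.569 in Ctrl and 5.93 ± 0.262 in plKO (SD, n = 3).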

Ingenuity Pathway Analysis of the significantly dysregulated genes showed significant disruption of myelin-related functions in plKO males (**Figure 1C**; **Supplementary Table 3A**), consistent with our previous findings on cerebellar white matter development alterations in plKO mice (15). 

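Myelin genes were lower as a group in plKO males, with 28 of 32 genes lower and a median log2 fold change of -0.34 (adjusted p = 7.5e-13 from camera, 0.821 with an estimated correlation). No single myelin gene passed the test over all genes or when adjusted over the list alone, and 9 were lower at an unadjusted p under 0.05, more than their share of all genes (Fisher's exact test, adjusted p = 5.7e-06). Fisher's test takes the genes as independent, and genes of a list measured in the same mice are not. The list was also written after the paper's table of changed genes from these libraries had been read, so its tests are not independent of that table. Gjb1, the gap junction protein connexin 32 of oligodendrocytes, was 41.6 ± 8.1 normalized counts in Ctrl and 19.8 ± 6.6 in plKO males (SD, n = 3 mice; log2 fold change -1.07, adjusted p = 0.9998 from limma). Ndrg1 was 93.3 ± 10.0 and 60.9 ± 12.3 (SD, n = 3; log2 fold change -0.62), Tmem88b 541 ± 117 and 385 ± 66.5 (SD, n = 3; log2 fold change -0.48) and Lpar1, a lysophosphatidic acid receptor, 179 ± 17.3 and 133 ± 11.7 (SD, n = 3; log2 fold change -0.43). Mbp, a main protein of compact myelin, was 2058, 2006 and 1741 in the Ctrl and 2049, 1420 and 1412 in the plKO libraries. The female cortex showed the same direction, with 30 of 32 genes lower and a median of -0.28 (adjusted p = 6.6e-10 from camera, 0.648 with an estimated correlation). Plp1, the proteolipid of myelin, was 1553 ± 108 in Ctrl and 1078 ± 181 in plKO females (SD, n = 3; log2 fold change -0.54), and Mag, a myelin adhesion protein, was 404 ± 56.5 and 310 ± 26.1 (SD, n = 3; log2 fold change -0.38). With the replicate number as a block the camera test of the male list gave an adjusted p of 4.3e-17. This pairing is not given in the labels and was read from the same values. Without male plKO replicate 1 the male median was -0.43, and without male plKO replicate 3 it was -0.26. From Ingenuity Pathway Analysis of the dysregulated genes of males, the paper concludes that functions related to myelin were disrupted in plKO males and sets this beside its earlier findings in cerebellar white matter.

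**Figure D4:**
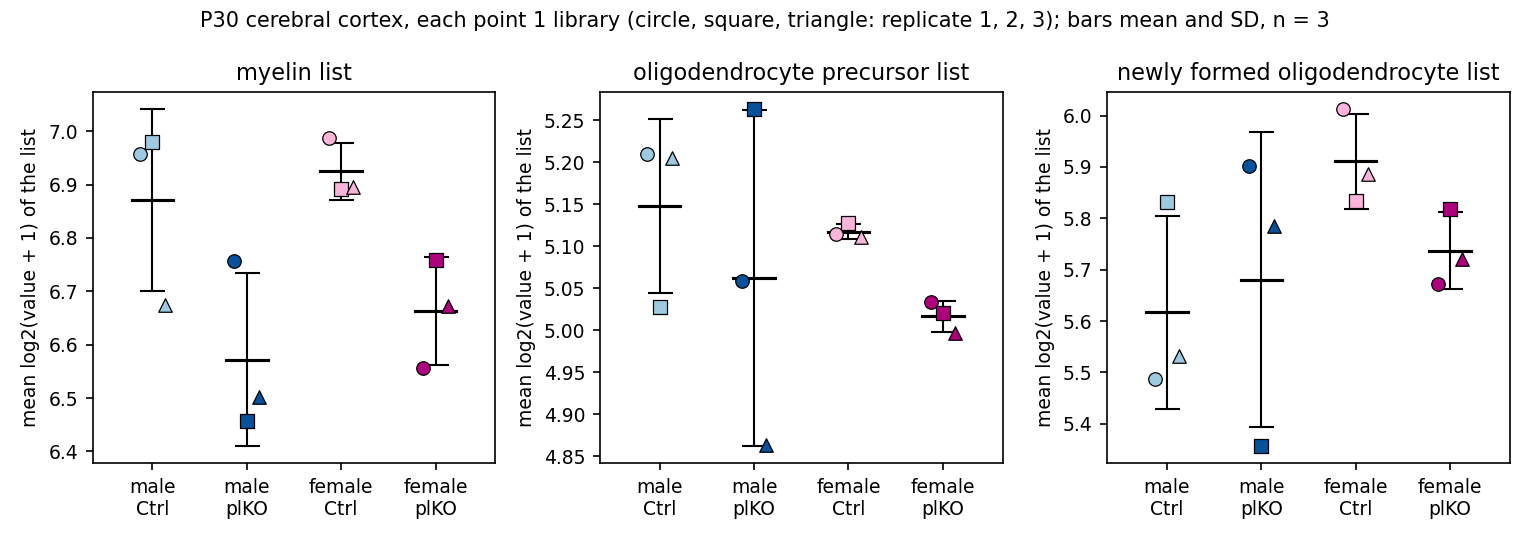
Mean log2(normalized count + 1) of the myelin, oligodendrocyte precursor and newly formed oligodendrocyte lists in single cortex libraries of each sex and genotype, with the mean and SD of 3 mice. For the myelin list Ctrl males lie at 6.96, 6.98 and 6.67 and plKO males at 6.76, 6.46 and 6.50, while Ctrl females lie at 6.99, 6.89 and 6.90 and plKO females at 6.56, 6.76 and 6.67.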

Neural cell proliferation/survival/differentiation/migration pathway clusters also appeared among the top disrupted pathways in the plKO mice of both sexes, but in females more genes were altered (**Figure 1**; **Supplementary Tables 3**, **4**). 

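Lists of genes of cell division, neurogenesis, migration and apoptosis did not pass the camera test in the plKO cortex of either sex, which does not show that they were unchanged. Cell cycle genes had a median log2 fold change of 0.12 in males (6 of 10 higher, adjusted p = 0.603 from camera) and -0.25 in females (7 of 10 lower, adjusted p = 0.305 from camera). Orc6, of the complex that marks replication origins, was 29.6 ± 3.7 normalized counts in Ctrl and 46.3 ± 4.4 in plKO males (SD, n = 3 mice; log2 fold change 0.63). Ccna2, cyclin A2, was 62.6 ± 10.0 in Ctrl and 38.8 ± 1.8 in plKO females (SD, n = 3; log2 fold change -0.66) and fell when adjusted over the list alone. Genes of neurogenesis and immature neurons had medians of -0.00 in males (8 of 15 lower, adjusted p = 0.603 from camera) and 0.03 in females (9 of 15 higher, adjusted p = 0.955 from camera). Neurod1, a transcription factor of neuronal differentiation, was 30.0 ± 3.2 and 18.7 ± 3.5 in Ctrl and plKO males (SD, n = 3; log2 fold change -0.67). In females Prox1 had a log2 fold change of -0.69 and Tubb3, a tubulin of neurons, 0.33. Genes of neuronal migration had medians of -0.01 in males (12 of 22 lower, adjusted p = 0.603 from camera) and -0.04 in females (13 of 21 lower, adjusted p = 0.641 from camera), and in females Erbb4 fell over all genes and when adjusted over the list alone. Apoptosis genes had medians of 0.01 in males (8 of 14 higher, adjusted p = 0.622 from camera) and -0.07 in females (7 of 12 lower, adjusted p = 0.881 from camera). Bax, which drives apoptosis, had log2 fold changes of -0.46 in males and -0.42 in females, and Bcl2, which counters it, 0.11 and -0.15. At an unadjusted p under 0.05, these 4 lists held 1 higher and 1 lower gene in males, and 2 higher and 4 lower genes in females. Over all tested genes, 283 of 9993 in males and 474 of 10039 in females were under this p. Camera tests a shift of a list in a single direction, while the paper tested the overlap of changed genes with pathways. The camera results therefore do not bear directly on that overlap. The difference between the sexes was not past the threshold for any of the 4 lists by the sex by genotype term (adjusted p of 0.598, 0.759, 0.967 and 0.919 from camera).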

Other commonly disrupted pathways involved neurophysiology, neuritogenesis and astrocytic functions (**Figures 1C, D**; **Supplementary Tables 3**, **4**). 

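Lists of synaptic, neurite and astrocyte genes did not pass the camera test in plKO males or females, which leaves smaller changes and changes in both directions open. Excitatory synapse genes had a median log2 fold change of 0.01 in males (14 of 28 higher, adjusted p = 0.603 from camera) and 0.07 in females (18 of 28 higher, adjusted p = 0.318 from camera). Grin2a, a subunit of the NMDA receptor, was 6.9 ± 1.2 normalized counts in Ctrl and 18.9 ± 3.7 in plKO females (SD, n = 3 mice; log2 fold change 1.32, adjusted p = 0.052 over the list alone from limma), and Slc17a6, a vesicular glutamate transporter, had a log2 fold change of -0.58. The GABA-A receptor subunits, on which ALLO acts, had medians of 0.16 in males (9 of 12 higher, adjusted p = 0.412 from camera) and -0.04 in females (8 of 12 lower, adjusted p = 0.716 from camera). Genes of GABA synthesis and transport had medians of -0.06 in males (6 of 10 lower, adjusted p = 0.603 from camera) and 0.04 in females (6 of 10 higher, adjusted p = 0.928 from camera). Neurite growth genes had medians of -0.00 in males (15 of 30 lower, adjusted p = 0.831 from camera) and -0.04 in females (19 of 30 lower, adjusted p = 0.797 from camera). The members with an unadjusted p under 0.05 were 4 genes higher in females and none in males, among them Cdh4 (0.74 on the log2 scale), Lingo2 (0.54) and Cntnap1 (0.44), which shapes the axon beside the node of Ranvier. Over all tested genes, 474 of 10039 in females and 283 of 9993 in males were under this p. Astrocyte markers had medians of -0.04 in males (14 of 21 lower, adjusted p = 0.603 from camera) and -0.03 in females (11 of 21 lower, adjusted p = 0.725 from camera). Gfap, the intermediate filament of astrocytes, was 66.6 ± 9.2 in Ctrl and 36.4 ± 13.7 in plKO females (SD, n = 3; log2 fold change -0.90) and fell when adjusted over the list alone, but not over all genes.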

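Akr1c14 (ENSMUSG00000033715), the enzyme that makes ALLO, lies on chromosome 13 of GRCm38 from 4049011 to 4090688. In the normalized counts its mRNA was near the limit of detection in the P30 cortex. In females it was 0, 0 and 1.36 normalized counts in the Ctrl and 0, 0 and 1.13 in the plKO libraries. In males it was 0, 1.94 and 0 in the Ctrl and 1.47, 0 and 1.07 in the plKO libraries. These values are at or under 2 estimated reads per library, too few to support a fold change, and a difference between genotypes was not detectable at this depth. In the quantile-normalized values it was 17.6 to 30.5 in 6 of the 12 libraries and 0 in the others, among them 17.6 in plKO female 1 where the normalized count is 0, with differences in log2(value + 1) of 1.49 in females and 1.51 in males. Other genes of neurosteroid synthesis that reached the minimum of 10 normalized counts had median log2 fold changes of -0.09 over 4 genes in males (adjusted p = 0.603 from camera) and -0.02 over 5 genes in females (adjusted p = 0.861 from camera).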

In the RNAseq analysis, *akr1c14* gene expression was unaltered in the P30 cerebral cortex (**Supplementary Table 2** sheets 1 and 2). Likewise, the levels of *akr1c14*-mRNA in the embryonic brain (at E14.5 and E17.5) and the postnatal cerebral cortex (from P0 to P15) were not different in plKO mice as compared with littermate controls (**Supplementary Figure 2**), suggesting that neither gene deletion nor regulation occurs in the plKO cortex, and thus ALLO production in the brain of plKO and control mice should be similar.

**Figure 1:**
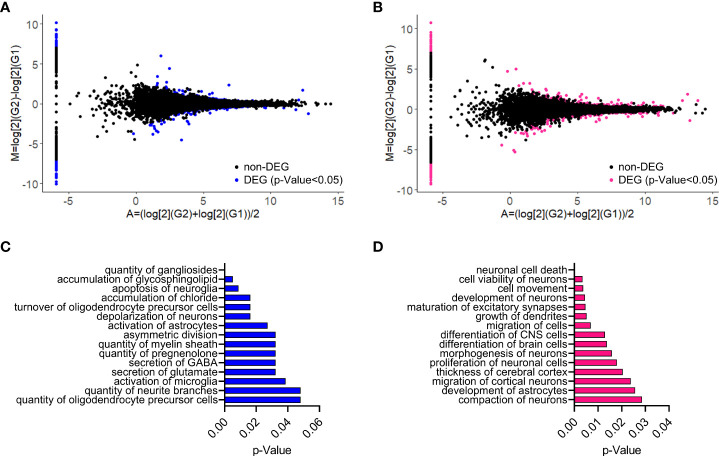
Impact of placental ALLO insufficiency on the cerebral cortex transcriptome at P30. **(A, B)** MA plots for the cortical RNAseq analysis of plKO vs Ctrl mice at P30 in males **(A)** and females **(B)**. M, log ratio; A, mean average. DEGs are represented as colored dots (blue for males and magenta for females). **(C, D)** Top 15 significant enriched gene functional groups identified with Ingenuity Pathway Analysis software (Qiagen) in males **(C)** and females **(D)**. P-values were calculated using right-tailed Fisher’s exact tests.

### Placental ALLO insufficiency causes long-term reduction of the mean diffusivity (MD) in specific cortical areas

Diffusion Tensor Imaging (DTI) was performed to investigate variations in cortical structural integrity throughout the different cortical areas. MD, which quantifies the rotationally invariant magnitude of water diffusion within the tissue, was compared between control and plKO mice at P30. Factorial ANOVAs were conducted to compare the main effects of genotype, sex and cortical area as well as their interactions on MD. In the somatosensory cortex, a significant effect of genotype on MD was found (F(1,390)=14.45, p=0.0002; **Figure 2**). There was also a significant interaction effect between genotype and sex (F(1,390)=4.727, p=0.0303). *Post-hoc* Tukey’s multiple comparison test revealed that MD was significantly lower in the female plKO than in female controls (p=0.0005). In the entorhinal areas, comparable, although less significant effects of genotype and sex × genotype interaction were seen (genotype: F(1,234)=6.095, p=0.0143; sex × genotype interaction: F(1,234)=6,987, p=0.0088; **Supplementary Figure 3A**). Multiple comparison tests found that MD was reduced in female plKO as compared with their controls (p=0.0043; Tukey’s test). Significant effects of genotype, without interaction with sex, was found in the cingulate (F(1,390)=10.31, p=0.0014; **Supplementary Figure 3B**) and orbital (F(1,156)=4.114, p=0.0442; 3-way ANOVA) cortices (**Supplementary Figure 3C**). In contrast, MD in frontal and motor areas was not significantly different in plKO as compared with control mice (not shown). Collectively, these results indicate that placental ALLO loss is associated long-term microstructural changes of the cerebral cortex, with females being particularly vulnerable in areas such as the somatosensory cortex.

**Figure 2:**
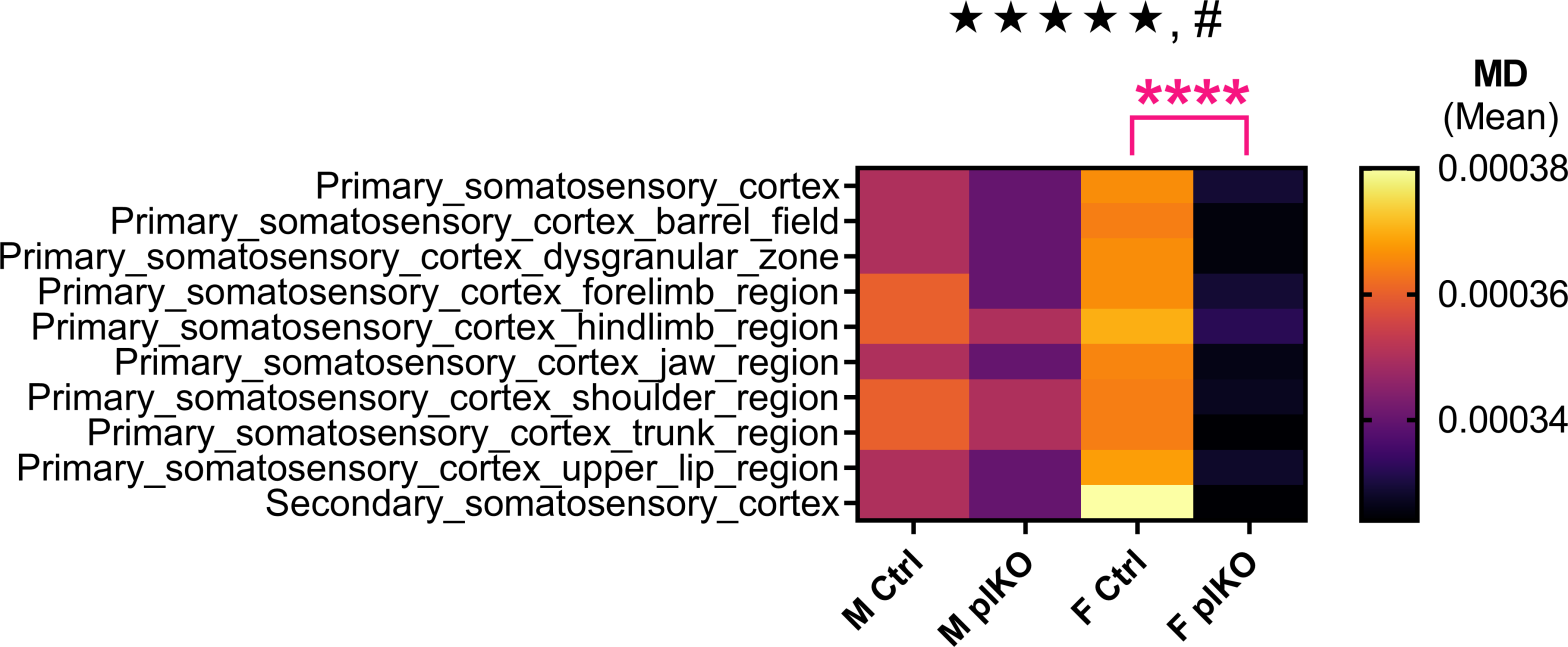
Diffusion Tensor Imaging (DTI) analysis in the somatosensory cortex of Ctrl and plKO mice at P30. Heatmap representing mean diffusivity (MD) across the different somatosensory areas. MD was significantly decreased in the female plKO somatosensory cortex, as compared with their littermate controls. Data presented in a hierarchical tree. Three-way sex by genotype by region ANOVA: main genotype effect: ★★★★★p<0.0005; sex × genotype interaction: #p<0.05. Tukey’s multiple comparison test: ****p<0.001. n = 11 M Ctrl, 8 F Ctrl, 13 M plKO, 11 F plKO. F, female; M, male.

### The density of upper-layer S1 neurons is durably altered in plKO female mice

Based on our DTI characterization of the plKO brain which identified sex-linked MD changes in the somatosensory cortex, we next examined the cyto-architectonic organization of the primary somatosensory cortex (S1). Principal neuron populations were assessed using the post-mitotic layer markers Cux1 and FoxP2, which label UL and DL pyramidal neurons, respectively. A significant reduction of Cux1+ neurons in the UL S1 was seen in P30 plKO females as compared with littermate controls, but not in males (Males: p=0.32; Females: p=0.01; Sidak’s multiple comparison test; **Figures 3A, B**). In contrast, there was no significant difference in the density of DL FoxP2+ cells by genotype or sex (**Figures 3A, C**). This data shows that the lack of placental ALLO alters the S1 UL neurons in a sex- and layer-dependent manner.

**Figure 3:**
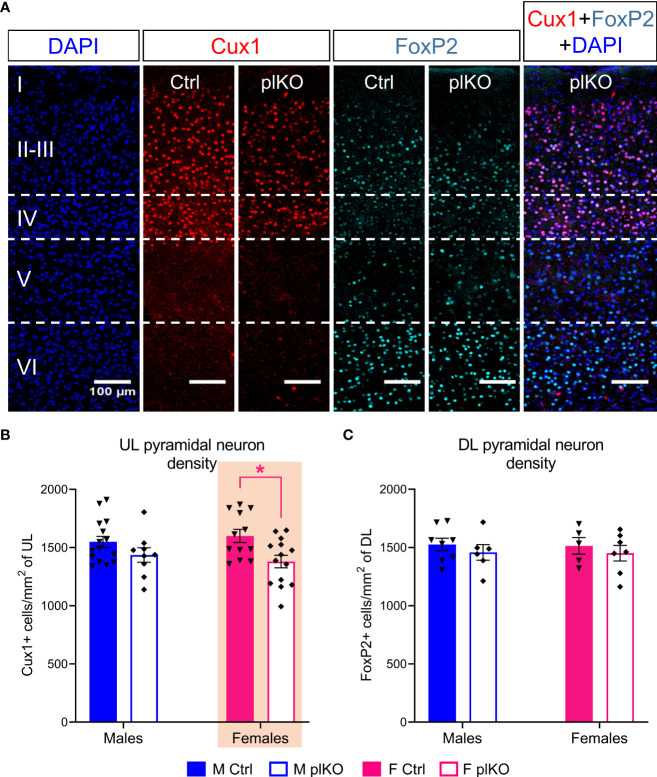
Long-term effect of placental ALLO insufficiency on cortical lamination. **(A)** Representative immunofluorescent staining for Cux1 (red) and FoxP2 (cyan) in the female S1 area at P30. **(B, C)** Quantification of **(A)** shows that the density of Cux1+ upper layer principal cells is significantly decreased (layers II-IV) in plKO females but that the density of FoxP2+ deeper layer principal cells remained unaltered. n = 8-15 M Ctrl, 5-12 F Ctrl, 6-9 M plKO, 7-14 F plKO. Data presented as mean ± SEM. Two-way sex by genotype ANOVA with Sidak’s *post-hoc* comparison test: *p < 0.05 identified in magenta for females. Cux1, Cut like homeobox 1; F, female; FoxP2, Forkhead box protein P2; M, male. DL, deep layer; UL, upper layer.

### Long-term, female-specific behavioral impact of placental ALLO insufficiency

To assess the somatosensory function of plKO mice, P30 mice underwent a modified novel object recognition (NOR) test. The NOR task was performed under infrared light to exclude the use of visual cues (**Figure 4A**). Recognition Index, the ratio of the time spent exploring the new object relative to the total exploration time, was assessed. The Recognition Index was significantly decreased in plKO females but not in males, as compared with sex-matched littermate controls (Males: p=0.84; Females: p=0.007; Sidak’s multiple comparison test; **Figure 4B**), suggesting that plKO females were less able to discriminate between the known and novel objects due to altered somatosensory processing, potentially linked to the anatomical changes noted in S1. PlKO mice, however, did not differ from controls in tests of activity (open field) (**Figures 4C–E**) and spatial memory (Y-maze) (**Figures 4F, G**).

**Figure 4:**
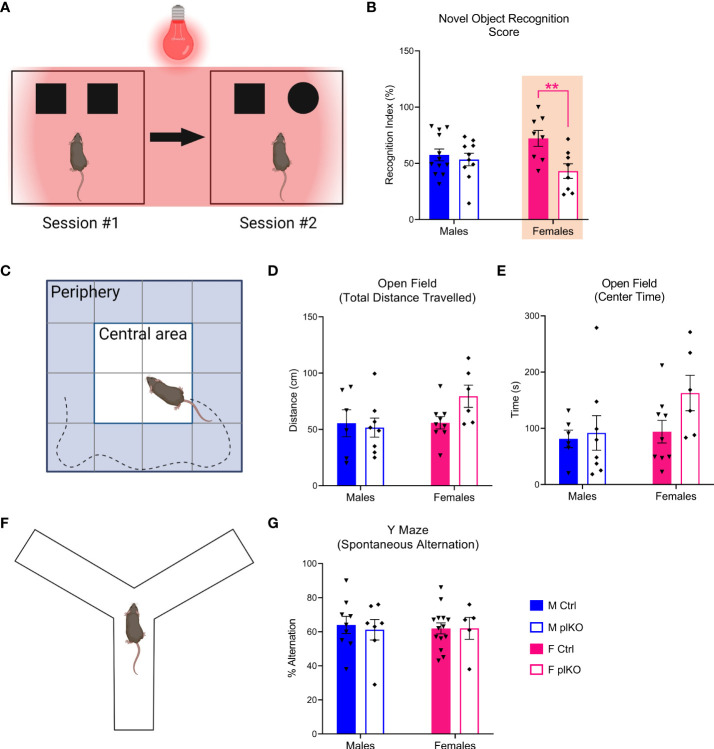
Long-term effect of placental ALLO insufficiency on behavior. **(A)** Schematic diagram of the novel object recognition test, designed to assess the somatosensory function. **(B)** Female plKO mice have significant deficits in the novel object recognition task, as measured by the recognition index (RI), which corresponds to the ratio between the time spent exploring the new object relative and the total exploration time. n = 12 M Ctrl, 8 F Ctrl, 10 M plKO, 8 F plKO. Data presented as mean ± SEM. **(C)** Diagram of open field paradigm. **(D)** Total distance travelled by Ctrl and plKO mice in open field test. **(E)** Time spent in center quadrants of the open field. n = 6 M Ctrl, 9 F Ctrl, 8 M plKO, 6 F plKO. **(F)** Diagram of alternating Y-maze. **(G)** Alternation score (# alternations/# of possible alternations x 100). n = 9 M Ctrl, 14 F Ctrl, 7 M plKO, 5 F plKO. Data presented as mean ± SEM. Two-way sex by genotype ANOVA with Sidak’s *post-hoc* comparison test: **p < 0.01 identified in magenta for females. Illustrations in **(A, C, F)** were prepared using BioRender.com.

Additional physiological and behavioral assessments included growth and reproduction function. Body weight was monitored across postnatal development until adulthood, but was not influenced by genotype (**Supplementary Figure 4**). As previously reported, both mothering and mating behaviors appeared unaltered (15).

### Placental ALLO insufficiency disrupts proliferation dynamics in the S1

GABA signaling has a strong trophic effect in the developing cortex (19) and ALLO, as a GABAergic modulator, has been implicated in the regulation of neural progenitor cell proliferation and neurogenesis (21, 22, 61, 62), so embryonic neurogenesis was assessed in the S1 in embryos with placental ALLO loss compared to normal placental exposure. Insufficiency in placental ALLO in plKO mice is detected as early as E14.5 and persists until at least E17.5 (15), which corresponds to a critical window for UL neurogenesis in the mouse cerebral cortex.

We first examined cell proliferation in the SVZ at E15.5, when ALLO insufficiency in plKO mice is the greatest and UL corticogenesis begins. Mitosis, assessed by phospho-Histone 3 (pH3) immunostaining, was similar in controls and plKOs at E15.5 (Males: p=0.91; Females: p=0.92; Sidak’s multiple comparison test; **Figures 5A, B**). To assess whether the lack of placental ALLO was associated with increased apoptosis, we tested the E15.5 cortex for the ratio of the pro-apoptotic protein BAX and the anti-apoptotic protein BCL2 in females (63, 64). There was no significant change in this ratio (**Supplementary Figure 5**), indicating normal levels of apoptosis in plKO S1.

**Figure 5:**
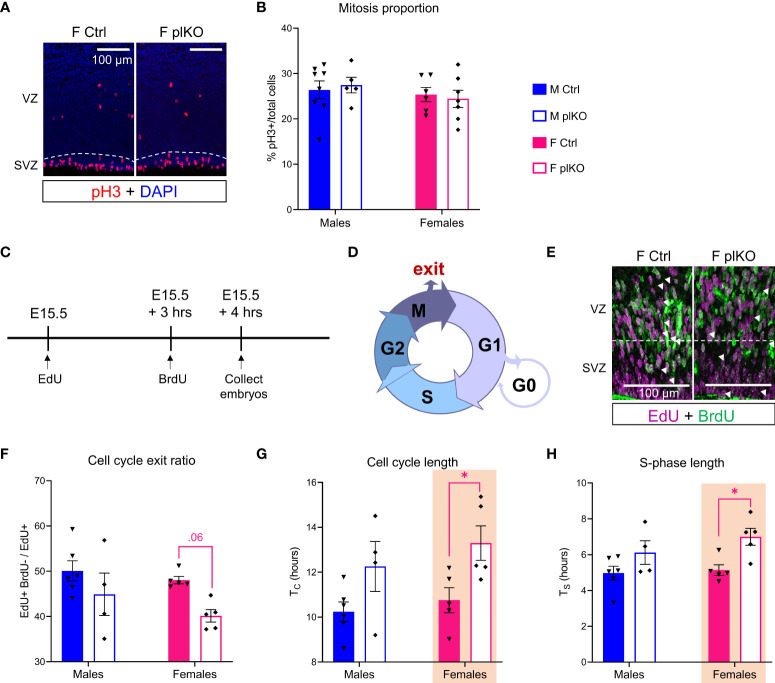
Influence of placental ALLO insufficiency on mitosis and cell cycle kinetics in the cerebral cortex during mid-to-late gestation. **(A)** Immunofluorescent staining of pH3, a mitotic marker, in the cerebral cortex at E15.5. **(B)** Quantification of **(A)** reveals no change in the proportion of SVZ cells undergoing active mitosis in the plKO cerebral cortex at E.15.5. n = 8 M Ctrl, 6 F Ctrl, 5 M plKO, 7 F plKO. **(C)** Overview of experiments to determine cell cycle exit and kinetics at E15.5. **(D)** The different phases of cell cycle. **(E)** Immunofluorescent staining of EdU (magenta), marking proliferating cells at E15.5, dual pulsed with BrdU (green), injected 3 hours later, to identify cells in cycle and cells that had exited. **(F)** Quantification of the cell cycle exit ratio in the SVZ shows a significant loss in cell cycle exit in plKO mice at E15.5. **(G)** Significant increase in the SVZ cell cycle length (Tc) in plKO females associated with an **(H)** elongated S-phase (T_S_). n = 6 M Ctrl, 5 F Ctrl, 4 M plKO, 5 F plKO. Data presented as mean ± SEM. Two-way sex by genotype ANOVA with Sidak’s *post-hoc* comparison test: *p < 0.05 identified in magenta for females. F, female; M, male; pH3, phospho-Histone 3; SVZ, subventricular zone.

Since no change in cell proliferation or death was found, we next asked whether cell cycle exit and kinetics were altered by reduced placental ALLO exposure. Dual pulse labeling experiments were carried out as follows: EdU was injected at E15.5 and BrdU 3 hours later, and embryos were then collected one hour after the last injection (**Figures 5C, D**). Cell cycle exit ratio, defined by the ratio of (EdU+BrdU-)/EdU+, was reduced in female plKOs compared to controls in the SVZ, although not reaching statistical significance (Males: p=0.28; Females: p=0.06; Sidak’s multiple comparison test; **Figures 5E, F**). Cells had significantly longer cell cycles (T_C_) in female plKOs compared to controls (Males: p=0.12; Females: p=0.03; Sidak’s multiple comparison test; **Figure 5G**), due to significantly longer S-phase (T_S_; Males: p=0.18; Females: p=0.02; Sidak's multiple comparison test; **Figure 5H**). Regulation of the S-phase is typically the main driver of cell cycle length (65). However, T_S_ was only 90 minutes longer in plKO females as compared with controls, and cannot fully explain the 2½ hour increase of T_C_, suggesting that other phases of cell cycle are also elongated.

### Placental ALLO insufficiency impairs the production of UL neurons in the S1

To investigate the consequences of altered cell cycles on the production of cortical plate neurons, we next assessed the production of E15.5 born neurons at E17.5 (marked by BrdU; **Figure 6A**). The layer markers Ctip2 and Satb2 were used to identify early-born, DL-bound principal cells and late-born, UL-bound principal cells, respectively (66–68). There was no difference in the ratio of Ctip2+ BrdU+ cells relative to total BrdU+ cells, indicating that the E15.5 born neurons destined for deep layers were produced and migrated normally (**Figures 6B, C**). In contrast, between E15.5 and E17.5, 30% fewer proliferating E15.5 cells became UL, Satb2+ neurons in the plKO S1 compared to controls (p=0.0072; 2-way ANOVA; **Figures 6B, D**), showing that placental ALLO insufficiency primarily affects UL cortical development in the embryonic period.

**Figure 6:**
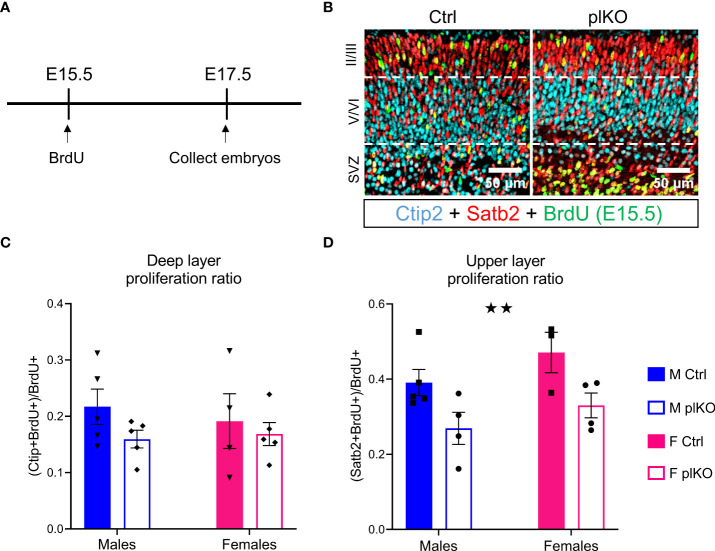
Effect of placental ALLO insufficiency on cortical neurogenesis. **(A)** Overview of the experiments: BrdU was injected at E15.5, and embryos were euthanized at E17.5. **(B)** Determination of the localization of proliferating E15.5 cells (BrdU, green) by co-staining with Satb2 (red) upper layer principal cell marker and Ctip2 (cyan) lower layer principal cell marker. **(C)** Quantification of **(B)** shows that while deeper layers were unaltered, **(D)** fewer E15.5 born cells localized to the upper layers of the cortical plate. n = 5 M Ctrl, 4-5 F Ctrl, 3-4 M plKO, 4-5 F plKO. Data presented as mean ± SEM. Two-way sex by genotype ANOVA with Sidak’s *post-hoc* comparison test. Main effect of genotype: ★★p < 0.01. Ctip2, COUP-TF-interacting protein 2; F, female; M, male; Satb2, Special AT-rich sequence-binding protein 2. SVZ, sub-ventricular zone.

### Cortical layering tends to be altered in female preterm infants

We investigated whether human preterm birth, which results in acute, early loss of placental endocrine support, was also associated with altered cortical lamination. We examined 22 post-mortem specimens comprising Brodmann Area 10 from term (>37 weeks of gestation) and preterm (<34 weeks of gestation) infants that died at an average corrected age of 6 weeks (**Supplementary Figure 6A**). We found that the ratio of *cux1*-mRNA to *foxP2*-mRNA levels tend to be decreased in the preterm females but not the males (Males: p=0.96; Females: p=0.09; Sidak’s multiple comparison test; **Supplementary Figure 6B**). The female-specific trend toward reduction of UL/DL neuronal ratio parallels our rodent findings, although significance at p<0.05 was not reached, possibly due to the small sample size available.

## Discussion

Children born prematurely are at higher risk for developing cognitive difficulties in areas such as perceptual-motor function, learning and memory, attention, and social cognition. Since the placenta is lost prematurely in all preterm births, we have hypothesized that absence of late gestation placental factors could be a contributing factor. We have specifically investigated the role of placental ALLO in neurodevelopment because this neurosteroid is primarily produced by the placenta during late gestation, crosses the blood brain barrier, and has known neurotrophic properties. We created and validated a placenta-specific KO mouse line (plKO), in which placental ALLO production and resulting placental and brain ALLO levels are reduced (15). Here we show that placental ALLO insufficiency impairs cortical development at cellular and functional levels, with greater and persistent alterations in female cortex, and female neurosensory behavioral changes. These findings contrast with our previously reported findings of greater male susceptibility to cerebellar myelination changes with an ASD-like phenotype (15). Susceptibility to white matter decrements in males and cortical grey matter loss in females born preterm has been reported (69). Together these findings emphasize the need to examine sex, region and cell type specificity when examining the neurological impact of placental dysfunction.

Our unbiased approach to examining postnatal plKO cortex at multiple scales, from transcriptomics to MRI, revealed that placental ALLO loss is associated with long-term, sex-linked molecular and structural alterations. 

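Myelin genes were lower in plKO mice of both sexes, and the sex by genotype term of the immediate early and mitochondrially encoded lists passed the camera test at the preset correlation but not with an estimated one. Over both sexes together, 29 of 32 myelin genes were lower in plKO cortex, at a median log2 fold change of -0.33 (adjusted p = 1.0e-20 from camera, 0.027 with an estimated correlation). No myelin gene passed over all genes, and 14 fell when adjusted over the list alone. The list was written after the paper's changed genes from these libraries had been read, so these results are not independent of them. Ndrg1 had a log2 fold change of -0.50 (standard error 0.13), Plekhb1 of -0.41 (standard error 0.11) and Cldn11, the claudin of myelin, of -0.38 (standard error 0.11). The sex by genotype term of the myelin list, female minus male, was 0.05 (adjusted p = 0.79 from camera). For immediate early genes this term was 0.62 (adjusted p = 0.0077 from camera, 0.922 with an estimated correlation), and without male Ctrl replicate 3 it was -0.12. For mitochondrially encoded transcripts it was -0.54 (adjusted p = 1.4e-13 from camera, 0.922 with an estimated correlation). Among single genes no sex by genotype term passed an adjusted p under 0.05 from limma over 10660 genes, the smallest being that of Gas5 (adjusted p = 0.139). With the replicate number as a block, Gas5 passed (adjusted p = 0.00471 from limma). The labels do not give this pairing, and same-numbered female cortex libraries did not deviate together in each pair (correlations of 0.18, 0.03 and -0.002). At an unadjusted p under 0.05 the term was positive for 173 genes and negative for 243, or positive for 214 and negative for 194 with upper-quartile scaling, and voom on estimated reads called none at an adjusted and 326 at an unadjusted p. No gene differed between genotypes over both sexes at an adjusted p under 0.05 from limma, 221 were higher and 179 lower at an unadjusted p, and voom called none and 377. Of 9684 genes tested in each sex, 7 were lower in plKO mice of both sexes at an unadjusted p under 0.05, where chance gives 2.75 (Fisher's exact test, one-sided p = 0.0204). These were the myelin genes Cldn11, Lpar1, Ndrg1 and Plekhb1, and Sbf1, Sertad3 and Trpm3. Genes higher in both numbered 6, where chance gives 3.39 (Fisher's exact test, one-sided p = 0.125). Fisher's test takes genes as independent, which genes of the same mice are not. Across the 9684 genes, which are not independent replicates, the fold changes of the sexes had a Pearson correlation of 0.021.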

RNA sequencing analyses of the total cerebral cortex indicated greater dysregulation of neuronal and myelin development-related pathways in females and males, respectively, although there were many shared alterations on other pathways as well.

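In the male cortex genes of mature myelin were lower as a group by camera at the preset correlation (adjusted p = 0.821 with an estimated correlation), and lists of earlier oligodendrocyte stages did not pass at either. Oligodendrocyte precursor markers had a median log2 fold change of -0.09 (9 of 11 lower, adjusted p = 0.512 from camera) and markers of newly formed oligodendrocytes 0.04 (4 of 7 higher, adjusted p = 0.856 from camera). The difference between these lists and the myelin list was not tested. Genes of cholesterol synthesis, the sterol that myelin needs in large amounts, had a median of -0.06 (12 of 19 lower, adjusted p = 0.567 from camera), and genes of gangliosides and glycosphingolipids -0.11 (11 of 21 lower, adjusted p = 0.571 from camera). Among single myelin genes Mobp had a log2 fold change of -0.45 (standard error 0.17), Mal of -0.37 (standard error 0.16) and Cnp of -0.36 (standard error 0.16), none past the test. The values are from whole cerebral cortex and hold no separate white matter. In the other regions of plKO males the myelin list was not lower, with medians of 0.36 in the hypothalamus, 0.03 in the hippocampus and 0.04 in the cerebellum. Of these the hypothalamus alone passed the camera test at the preset correlation, and it did not pass with an estimated one.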

The current transcriptomic analysis suggests that white matter alterations occur not only in the cerebellum (15) but also across the brain in male plKOs. Although brain myelination is primarily a postnatal process, oligodendrocyte lineage cells are mostly produced embryonically (70), when placental ALLO is highest. Previous studies have shown the critical role played by ALLO in the development and maturation of oligodendrocyte lineage cells through GABA_A_-R signaling (71). It is not surprising, then, that ALLO insufficiency during fetal life disrupts brain myelination in plKO mice. A full characterization of the plKO white matter tracts is now needed to determine whether myelination impairments are consistent across brain regions, and how sex influences myelination trajectories.

Female mice lacking placental ALLO exhibit impaired cell cycling in the SVZ at E15.5, consistent with ALLO’s known actions on neurogenesis (22, 67, 72). Additional downstream modulators of neurogenesis, such as BDNF or IGF-1, both regulated by ALLO (73, 74), may also contribute to altered neurogenesis in response to ALLO deficits. ALLO is known to promote neurogenesis by upregulating genes that shorten cell cycle length (22) *via* GABA mediated downstream calcium signaling (75), it is thus likely that the mechanism underlying plKO alterations is also GABAergic. During early development, GABA has a potent trophic effect in the cerebral cortex (19). When gestational ALLO is high, GABA_A_R-mediated responses depolarize progenitor cells and immature neurons due to high intracellular chloride concentration (31, 76), increasing excitability and stimulating spiking and Ca^2+^ entry. Calcium entry can then activate a variety of signaling cascades controlling cell proliferation, migration, neuritogenesis, and synaptogenesis (77). The lengthened cell cycles in the SVZ of plKO females may reflect a delayed cortical maturation because cell cycle length normally decreases over time (78). Prolonged cell cycle may also indicate that IPCs undergo quiescence, which can persist for at least 48 hours (79). Ultimately, cells in S-phase will undergo mitosis, with cell cycle length determining the fate of divisions. Shorter cell cycle length is associated with a pro-differentiating progenitor state (80), while prolonged cell cycle shift IPCs toward self-renewal (75, 81). Further investigation is needed to determine whether IPCs in plKOs are shifted toward proliferation; such a change would result in a loss of differentiated UL neurons, as seen in plKO mice.

A major feature of the mammalian neocortex is its laminar organization, with each layer displaying distinct connectivity and function (35). Reduced cortical thickness in multiple areas, including the S1, is common in human preterm survivors (82–85), but specific layer alterations have not been elucidated. In plKO mice, the density of S1 UL neurons born at E15.5 was decreased at P30 in females. However, no evidence of resultant increased DL cell production or density, nor apoptosis, was found. This difference may lie in the timing of DL versus UL cell production. The formation of the cortical DL and UL takes place at E11.5-E14.5 and E13.5-E16.5, respectively (86). In control placentae, the expression of *akr1c14* peaks at E14.5, which coincides with the most pronounced ALLO insufficiency in plKO mice (15). Thus, in our model, the impact of placental ALLO insufficiency on corticogenesis is expected to peak at E14.5, a stage at which the production of cortical DL neurons is nearly complete, while the UL population is still actively expanding. In plKO mice, the UL-specific alteration was seen as early as E17.5 with a reduction of the layer II/III Satb2+ cells born at E15.5 in both sexes. This decrease persisted at P30 with a deficit in Cux1+ neurons in the females. Cortical layer specification underlies specific patterns of axonal projections. Satb2 and Cux1 both enable the specification of callosal projection neurons (68, 87). In the human cortex, Cux1+ UL cells are still being produced at gestational week 23, near the lower limit for premature survival, and migrate until gestational week 37 (88). Lack of placental ALLO upon premature birth in infants might interrupt proliferation and migration of the future callosal neurons. Our molecular analysis of cortical lamination in preterm infants lends some initial support to this hypothesis since the ratio of the UL marker Cux1 on the DL marker FoxP2 tends to decrease in females.

Ultimately, loss of UL principal neurons has wide-ranging effects on S1 function because of the hierarchical nature of somatosensory information processing. Thalamo-cortical projections target layer IV neurons, which innervate layer II/III cells that feed-forward onto layer V for integration and output to other cortical regions (89). In mice, barrels of layer IV are somatotopically mapped for individual whisker (90, 91) while layer II/III plays an essential role in regulating layer V excitation during tactile whisker response (92). In plKO females, the UL cortical cell deficit in the S1 could underlie significant impairment in the whisker-specific, novel object recognition task. Alternative explanations for this specific deficit include decreased preference for novelty or altered memory, rather than a somatosensory deficit, but the plKO mouse showed no avoidance for novelty, spending equivalent time in the center of the open field test as control mice, and investigated arms of the Y-maze with the same frequency. Thus, somatosensory-specific functioning is impaired following placental ALLO insufficiency, correlating with the observed anatomical changes. Survivors of premature birth often have functional deficits in somatosensory processing too (93), which impair their social behavior, motor skills, and ability to complete tasks of daily living (94–97). Additionally, reduced connectivity (altered UL, callosal neurons) associated with Attention Deficit Disorder (98) or Autism Spectrum Disorders (ASD) (99) are commonly seen in premature infants (100–102). The extent of these behavioral impairments in preterm survivors is associated with cortical thickness (83) as well as with sex-dependent effects in somatosensory processing (93). Our findings bolster previous theories that loss of neurons in the S1 underlies deficits in somatosensory activity in preterm infants (103).

Our DTI analysis showed reduced MD in the somatosensory cortex of female plKOs, suggesting long-term, area- and sex-linked changes in cortical microstructure. However, the precise nature of the histological substrate underlying this altered DTI remains unclear. Given our transcriptomic and cellular analyses, we would expect that neuronal density is a substantial contributing element. However, prior studies comparing histology and neuroimaging data have shown that MD can correlate positively with neuronal density, at least in the hippocampus (104), complicating this interpretation of MD. Based on our RNAseq Ingenuity Pathway Analysis results, other contributing factors could include altered neurite and radial glia fiber development, which will be investigated in the future. Additionally, although our DTI analysis of the plKO cortex suggests altered microstructural integrity in the female S1, it also indicates that such anomaly may not be limited to the S1, but may affect other cortical areas such as the entorhinal cortex. 

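Radial glia markers, the genes of the progenitor cells whose fibers guide migrating neurons, had median log2 fold changes of 0.08 in plKO males (6 of 10 higher, adjusted p = 0.512 from camera) and -0.15 in plKO females (7 of 12 lower, adjusted p = 0.716 from camera) in the P30 cortex. Vim, the intermediate filament vimentin, was 10.9 ± 1.4 normalized counts in Ctrl and 20.2 ± 4.0 in plKO males (SD, n = 3 mice; log2 fold change 0.82, adjusted p = 0.268 over the list alone from limma). It was the single member with an unadjusted p under 0.05 in males, and there was none in females. The list shares Slc1a3 with the astrocyte list, and whole cortex RNA does not show which cells express its genes.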

Broader investigation of additional cortical functions is now required to decipher the global impact of placental ALLO insufficiency on the development of cognitive functions.

A striking sexual dimorphism was seen in the S1 development of mice lacking placental ALLO. In plKO mice, deficits in neurogenesis, cortical lamination and somatosensory function are more significant and long-lasting in the female than in the male progeny, revealing an increased female cortical vulnerability to placental ALLO insufficiency. Although placental ALLO levels and brain *akr1c14* gene expression are similar between sexes, an accentuation of sexually distinct features seems to take place in the plKO brain (15). For instance, a marked sex-divergence in the myelination rate was seen in the plKO cerebellum (15). In several brain regions, females express fewer GABA_A_-R subunits and less glutamic acid decarboxylase (105, 106), and GABA has been proposed as a pivotal factor in the divergence of male vs female neurodevelopment (107). In particular, the capacity of GABA to change neuronal excitability in a depolarizing rather than hyperpolarizing manner may have major implications for a neuron’s phenotype, activating diverse signal transduction pathways and eventually resulting in varied gene expression. Sex-linked differences in receptor and transporter distribution or maturational state may contribute to sex-linked differences in response to GABA or its loss. For instance, in mice, the female brain is more sensitive to ALLO-mediated GABAergic neurotransmission potentiation, which contributes to enhanced neuroprotection from ischemia (108). Whether cortical GABAergic signaling is altered in plKO mice and contributes to the sex differences in their cortical phenotype is an area of active investigation.

The lack of placental ALLO may represent a contributing factor to various neurological disorders following prematurity or impaired placental function, with temporal and sex-linked effects on corticogenesis and somatosensory function. Our findings in mouse and human cortex further suggest that loss of placental ALLO could contribute to the sexually dimorphic outcomes of preterm birth. The DTI and RNAseq analyses of the plKO brain also indicate that placental ALLO insufficiency may alter broader cellular processes that vary by brain regions. Further investigation of the plKO brain development will provide valuable knowledge for future development of therapeutic strategies aimed at preventing long-term neurodevelopmental disorders that result from loss of placental function.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE173440.

## Ethics statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by Children’s National Research Institute, Washington, DC 20010 USA.

## Author contributions

DB, JO’R, C-MV, and AP designed research. DB, JO’R, HL, JS, JE, YI, and C-MV performed research. DB, JO’R, JE, JL, TS, YI, KH-T, C-MV, and AP analyzed data. DB, JO’R, C-MV, and AP wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by National Institutes of Health grants R01HD092593 and 3R01HD092593-S1 (AP) and F31HD098886 (JO’R), the DC-IDDRC U54HD090257 (PI: Gallo), the Children’s National Board of Visitors (AP) and the Research Foundation of Cerebral Palsy Alliance (no. 3720; AP).

## Acknowledgments

We thank Dr. G. Leone for providing us with the first Cyp19a-Cre mouse breeders. We also would like to express our gratitude to the families for their donation to the NIH NeuroBioBank, as well as to J. Cottrell (NIH NeuroBioBank), who assisted us with tissue selection. We thank William Yakah for his help with data presentation. We thank the Children’s Research Animal Facility, directed by J. Bradford, for taking care of our mouse colonies. We also acknowledge the support of the DC-IDDRC headed by Dr. Vittorio Gallo. In particular, we would like to thank the DC-IDDRC Animal Neurobehavioral Core, led by Dr. J. Corbin, for providing advice, space and equipment to conduct the behavioral phenotyping of our mice, and the DC-IDDRC Cell and Tissue Microscopy Core, headed by Dr. Jyoti Jaiswal, for providing access to light and confocal microscopes and image processing software. We would also like to acknowledge the Ontario Brain Institute (OBI) for financial support (JE and JL).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplementary Figure 1 Impact of placental ALLO insufficiency on the cerebral cortex transcriptome at P30. **(A, B)** Heatmaps of the significant differentially expressed genes at P30 in Ctrl and plKO samples, in males **(A)** and females **(B)**. Genes and samples were hierarchically clustered based on Pearson distance of z-score data and average linkage. n=3 independent samples/group.

Supplementary Figure 2 Time-course changes in *akr1c14* gene expression in the embryonic brain and postnatal S1 somatosensory cortex. *Akr1c14*-mRNA level fold changes to E14.5 male control mean, determined by qRT-PCR and after normalization to *ywhaz*. Data presented as mean ± SEM. F, females; M, males; ywhaz, Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein Zeta. Data presented as mean fold change ± SEM. Two-way age by genotype and sex ANOVA with Sidak’s *post-hoc* comparison test. Main effect of age: p<0.0001.

Supplementary Figure 3 Diffusion Tensor Imaging (DTI) analysis by cortical area in Ctrl and plKO mice at P30. Heatmaps representing mean diffusivity (MD) throughout the different cortical areas. **(A)** Significant effects of genotype and sex × genotype interaction were found in the entorhinal cortex (3-way ANOVA). MD was significantly decreased in the female plKO as compared with littermate controls (Tukey’s test). A main genotype effect, with no significant interaction with sex, was seen in the cingulate **(B)** and orbital **(C)** cortices. Three-way sex by genotype by region ANOVA: main genotype effect: ★p<0.05, ★★★p<0.005; sex × genotype interaction: ##p<0.01. Tukey’s multiple comparison test: ***p<0.005. n=11 M Ctrl, 8 F Ctrl, 13 M plKO, 11 F plKO. F, female; M, male.

Supplementary Figure 4 Body weight in the Ctrl and plKO males **(A)** and females **(B)** across early postnatal development and adulthood. Data presented as mean ± SEM. Two-way age by genotype repeated measures ANOVA with Sidak’s *post-hoc* comparison test. Main effect of age in males and females: p<0.0001.

Supplementary Figure 5 Apoptosis rate in the plKO cerebral cortex at E15.5. **(A)** Western blot analysis of the pro-apoptotic protein BAX and the anti-apoptotic protein BCL2. **(B)** Quantification showing that there is no change in the BAX/BCL2 ratio relative to β-tubulin in plKO female mice as compared with controls. n=5 Ctrl and 6 plKO. Data presented as mean ± SEM. Mann-Whitney test. BAX, BCL2 Associated X protein; BCL2, B-cell lymphoma-2 protein.

Supplementary Figure 6 Preterm birth is associated with dysregulation of layer-specific marker expression in the Brodmann Area 10. **(A)** Schematic of the age terminology during the perinatal period used for the human study. **(B)** Cux1-mRNA/FoxP2-mRNA ratio determined by qRT-PCR. n=9 male term, 4 female term, 4 male preterm, 5 female preterm. Data is presented as mean fold-changes ± SEM. Two-way sex by term ANOVA with Sidak’s *post-hoc* comparison test. (A) was created with BioRender.com.

Supplementary Table 1 Sequences of the PCR primers.

Supplementary Table 2 List of the significantly dysregulated genes in the cerebral cortex of P30 plKO males (sheet 1) and females (sheet 2), as compared with their littermate controls.

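The table lists, for each gene, a log ratio of plKO to Ctrl (M), a p-value and a q-value, the p-value corrected for multiple tests. For the 195 genes of males and 386 of females with both group means above 0, the M values are the log2 ratios of the group means of the quantile-normalized values, from which they differed by at most 0.0108 in males and 0.00933 in females. The paper lists 331 genes for males and 504 for females, of which 14 and 24 have a q under 0.05, and its q-values correspond to 14107 genes tested. A fold change under 1.5 is listed for 74 genes of males and 180 of females. In 136 genes of males and 118 of females the quantile-normalized values were 0 in every library of 1 group, so that M has no fixed size. The median gene of the table had 4.83 estimated reads per library in males and 21.5 in females. Of the listed genes, 149 of males and 320 of females reached the minimum of 10 normalized counts, and 142 (95.3%) and 317 (99.1%) of these had the same direction in the normalized counts. At an unadjusted p under 0.05 from limma, 85 genes were shared in males, where chance gives 4.22, and 163 in females, where chance gives 15.1. The table and the normalized counts come from the same libraries and are not independent evidence. Across the shared tested genes, which are not independent replicates, the Pearson correlation of the log ratios was 0.513 in males and 0.753 in females.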

Supplementary Table 3
**(A, B)** Top 15 significant enriched pathways in plKO cerebral cortex with p-Values and associated genes. Enriched gene functional groups identified with Ingenuity Pathway Analysis software (Qiagen) in males **(A)** and in females **(B)**.

How the deposited data were processed for this re-analysis (not part of the article)

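RNA of the cerebral cortex, hippocampus, hypothalamus and cerebellum of mice at postnatal day 30 was sequenced as 3' mRNA libraries (QuantSeq FWD). There were 48 libraries, 3 for each region, sex and genotype, and all were used. The genotypes called WT and KO in the sample labels are called Ctrl and plKO, as in the paper. The paper reports on the 12 cortex libraries, and the other 3 regions appear in the closing section.

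The authors deposited 2 tables of gene values, both signal values made from the sequencing by the authors before deposit. The first signal table holds gene counts divided by a size factor for each library. Between 98.5 and 99.0% of its low values above 0 were whole multiples, within 0.01, of a step for each library, and the others were not, for a reason that the sources used here do not give. The second holds values that are quantile-normalized over all 48 libraries, since every library has the same sorted values within 1e-06. The submitters' notes name bcl2fastq, STAR 2.5.2a and HTSeq with the genome build mm10 (GRCm38), without the role of each, and neither the size factors nor the quantile normalization is described in the sources used here. The log ratios of the paper's Supplementary Table 2 are those of the second table. The first table was used for the main comparisons because it keeps the depth of each library. Library totals divided by the step were 836316 to 2406432 reads assigned to genes over the 48 libraries, with a median of 1481156, and 1046642 to 1788355 in the cortex. Yam1 took 2.17 to 34.2% of a library. Counting error alone follows from these depths, and the spread between mice was used in every test.

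A count model had been planned for the first table. Its values are not whole counts, so values were analysed as log2(value + 1) with limma 3.58.1 (limma-trend) in R 4.3.3, with data.table 1.17.8. Genes with a value of at least 10 in at least 3 of the libraries compared were tested, and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. Ctrl and plKO were compared in each sex and region, and in the cortex also over both sexes together and by the sex by genotype term. Fold changes are plKO over Ctrl on the log2(value + 1) scale. Gene lists, 37 in number, covered cell types, pathways and neighbouring tissues. They were written before the data were examined, but after the paper and its table of changed genes had been read. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry as alternatives. For the genes of each list, p-values were also adjusted over the list alone. Positions are from GENCODE annotation of GRCm38. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

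The genes named in the text were chosen by a rule written before the data were examined. It takes, for each sex in the cortex, the 10 genes with the smallest p among those whose groups did not overlap, the 10 genes ranked first in the paper's table, every gene the paper names, and up to 4 members with the smallest p of each list described. It also takes the 5 genes with the smallest p for the sex by genotype term, for genotype over both sexes and in each other region and sex. The values in the paper's table had been seen when this rule was written. Mki67 and Cyp19a1, which the paper names, were under the minimum in the cortex. Some other genes are marked in the text as chosen after their values were seen, but not all are marked. In the male cortex more than 4 myelin genes are named.

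Whether same-numbered libraries of Ctrl and plKO pair was checked from the correlation of their deviations from the group means, with a minimum of 0.1 in each pair. The correlations were 0.19, 0.16 and 0.22 in the male cortex and 0.25, 0.10 and 0.24 in the female hypothalamus, so these comparisons were paired by this rule, while in the female cortex they were 0.18, 0.03 and -0.00. The rule was not met in the other male regions. There the correlations were 0.05, 0.08 and 0.31 in the hippocampus, -0.04, 0.095 and 0.10 in the hypothalamus, and -0.01, 0.04 and 0.20 in the cerebellum. The pairing was thus read from the values and did not hold in every region. The labels and the paper do not say what the numbers stand for. The main comparisons have no block, and a fit with the number as a block was run as an alternative.

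The comparisons were tested on simulated data with the depth of the cortex libraries. Each gene was given the median spread of genes at a similar level. Genes more variable than that and structure shared by libraries were not simulated, so the shares below may overstate what was found in the real data. Of the genes changed 2-fold, 59.4% were called in males, 68.3% in females and 77.0% over both sexes at an adjusted p under 0.05, and of those changed 1.5-fold 18.5%, 12.5% and 40.6%. A simulated shift of -0.33 in 32 genes was called by camera in each comparison. Each simulated gene was drawn independently of the others, so this does not test camera on lists whose genes vary together.

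The alternatives were no filter, a mean CPM over 1, the thresholds of the paper's methods text (an unadjusted p under 0.05, a fold change over 1.5 and, in place of its FPKM, a mean CPM over 1), the replicate block, all libraries of a tissue in a single fit, and leaving out each library in turn. Pseudocounts of 0.5 and 5, median-of-ratios and upper-quartile scaling, voom on reads estimated from the step, and the quantile-normalized values for results other than the cortex myelin lists were added after the data were examined. Results were also compared with other splits of the libraries, all 10 for 3 libraries against 3 and 100 drawn with a fixed seed otherwise. Genes whose level followed the replicate number were sought from the correlation across the 4 regions of deviations from the group means, with 99 shuffled numberings, over 9586 genes. No library was left out of the main comparisons. The paper's Ingenuity Pathway Analysis was not repeated, because its knowledge base was not available.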

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

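The tests of handling or time of death, of the classes of mitochondrial transcripts, of single libraries and of explanations for the myelin list, and the splits for the mitochondrially encoded list and for the sex by genotype terms of lists, were chosen after the results were seen, and the test of the immediate early genes in the other regions and the other counts of splits were set before.

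Immediate early genes were higher in the cortex of plKO females than of Ctrl females by camera at the preset correlation (adjusted p = 0.648 with an estimated correlation, 0.408 with fry), and the sex by genotype term had a median of 0.62 on the log2 scale (adjusted p = 0.0077 from camera, 0.922 with an estimated correlation), which was -0.12 without male Ctrl replicate 3, with -2.40 as the highest other of 100 splits (54 as large), so chance is not excluded for a difference between the sexes. The list was also higher in plKO females in the regions that the paper did not analyse, by 0.54 in the hippocampus (adjusted p = 1.6e-08 from camera, 0.440 with an estimated correlation) and 0.74 in the hypothalamus (adjusted p = 1.5e-09 and 0.190). The lowest median was 0.17, in the cerebellum (adjusted p under 0.05 from camera at the preset correlation). The difference may thus belong to the animals as a whole, as it would with a change in arousal or a difference before death. The mean of the list also spread by as much as 2.32 among 3 cortex libraries of the same sex and genotype, in plKO males, and by 1.11 in Ctrl and 0.52 in plKO females, whose values did not overlap, against 0.87 between the female genotypes, so differences in handling or time of death could account for it. With 3 females of each genotype a lasting effect of placental ALLO loss on neuronal activity stays open too and was not tested. The real split of the 6 female libraries gave 0.91 and the highest other -0.76 (1 of 10 splits as large), and 10 splits are too few for a share under 0.05.

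Mitochondrially encoded transcripts were lower in the cortex of plKO females by camera at the preset correlation (adjusted p = 0.648 with an estimated correlation, 0.559 with fry), with a sex by genotype term of -0.54 (adjusted p = 1.4e-13 from camera, 0.922 with an estimated correlation; highest other split 0.96, 27 of 100 as large), for which chance is not excluded, and the female split gave -0.46 and the highest other 0.70 (3 of 10 as large), too few for a share under 0.05. The transfer RNAs were lower in 22 of 22 and the messenger RNAs in 10 of 11, at medians of -0.66 and -0.16, so a change in the capture of transfer RNAs, which lack the long tails of messenger RNAs, could account for much of the median but is not shown to account for all of it. Leaving out female Ctrl replicate 3 gave -0.23, female plKO replicate 2 -0.25 and female Ctrl replicate 1 -0.76, so single libraries set the size but not the direction, and this cannot be told apart from a difference between genotypes with 3 mice each. In the quantile-normalized values 11 of these 35 genes had a mean under 1 and the list's median was -0.19. Malat1, an RNA kept in the nucleus, was higher in all 3 plKO than in all 3 Ctrl females, and neither a different fraction or quality of the RNA nor mitochondrial content was tested.

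Myelin genes were lower in the cortex of plKO mice of both sexes, at a median of -0.33. The highest of 100 splits of the libraries within sexes was -0.26 apart from the real one (1 of 100 as large). Such a shift is rare among splits, but chance is not excluded. The list is 1 of 37 and was written after the paper had reported myelin functions from these libraries. The way the normalized counts were made does not account for the lower myelin median, since the quantile-normalized values gave -0.29 in the sex with the smaller change. Less tissue of neighbouring regions in the plKO samples is not settled, since markers of hippocampus, striatum and thalamus were at 0.060 in females (standard error 0.124) and -0.15 in males (standard error 0.089, 12 of 16 lower), and in females hippocampal markers alone were lower, at -0.53 (adjusted p = 0.035 from camera, 0.648 with an estimated correlation), and striatal markers were at 0.25. Fewer cells of every stage of the lineage is not settled either, since precursor markers were at -0.090 in males (standard error 0.087) and -0.059 in females (standard error 0.072), less than the myelin genes but not told apart from a smaller fall. A lower expression of myelin genes in each cell after placental ALLO loss was not tested and stays open.

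By the sex by genotype term, ribosomal protein genes were at -0.10 (adjusted p = 0.044 from camera) and genes of oxidative phosphorylation at -0.11 (adjusted p = 0.018), and both had 0.922 with an estimated correlation. Cux1, a transcription factor of upper layers, was higher in all 3 plKO females and lower in all 3 plKO males than in all Ctrl mice of their sex, a difference of 1.02 on the log2 scale that failed the correction (adjusted p = 0.9996 from limma). Ndufs2 was lower in plKO females and higher in plKO males in the same way, a difference of -1.18 that failed the correction (adjusted p = 0.385 from limma). In regions that the paper did not analyse, mitochondrially encoded transcripts were lower in plKO females by -0.59 in the hypothalamus and -0.40 in the cerebellum (adjusted p = 5.6e-32 and 2.1e-15 from camera, 0.048 and 0.480 with an estimated correlation). Small nucleolar RNAs were lower by -0.70 in the hypothalamus and -0.77 in the cerebellum of plKO females (adjusted p = 0.00052 and 7.3e-05 from camera, 0.550 and 0.480 with an estimated correlation). Ribosomal protein genes were at -0.074 in the cerebellum of plKO females (adjusted p = 0.016 from camera, 0.480 with an estimated correlation) and at 0.029 by voom on estimated reads. Genes of oxidative phosphorylation were at 0.12 in the cerebellum of plKO males (adjusted p = 0.0096 from camera, 0.939 with an estimated correlation).

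The counts of genes past the threshold were set against other splits of the same libraries. For 3 libraries against 3, the 10 splits are too few for a share under 0.05. Where the real split gave 0 genes, every split counts as large, so that share was fixed beforehand and says nothing about chance. In the male cortex the real split gave 0 genes at an adjusted p under 0.05 and the highest other 6 (10 of 10 as large), and at an unadjusted p 283 and 1001 (8 of 10). The split with 1001 genes sets Ctrl replicates 2 and 3 and plKO replicate 2 against the rest and points to a structure of the samples, and among splits that part as many replicate pairs the highest were 0 and 287. The male myelin list gave -0.34 and -0.43 (2 of 10), and 0.18 among splits that part as many pairs. In the female cortex the counts were 2 and 1 at an adjusted p (1 of 10) and 474 and 776 at an unadjusted p (5 of 10), and the myelin list gave -0.28 and -0.20 (1 of 10). In the other regions the real split gave 0 genes by limma at an adjusted p each time (10 of 10 as large), and the highest other split 13 in the male and 3 in the female hippocampus, 2 in the male and 4 in the female hypothalamus, and 1 in the male and 2 in the female cerebellum. At an unadjusted p, a count not among those set before, the real split of the male cerebellum gave 1158 genes and the highest other 579. In each other comparison of these regions another split gave more genes than the real one. For the sex by genotype term the real split gave 0 and 416 genes at an adjusted and an unadjusted p and the highest other 10 and 1071 (100 and 64 of 100 as large), and for genotype over both sexes 0 and 400, with 3 and 967 (100 and 63 of 100). Chance is thus not excluded for the counts at an unadjusted p, and the counts of 0 cannot tell.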

How the results depend on the processing

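Pseudocounts of 0.5 and 5, median-of-ratios and upper-quartile scaling, voom on estimated reads, and the quantile-normalized values for results other than the cortex myelin lists were chosen after seeing the data. The planned count-model alternatives (a Wald test with its own size factors, quasi-likelihood tests with relative-log-expression and upper-quartile factors, and an exact test) were not run, because the values are not whole counts. The myelin medians kept their direction under every alternative run, within -0.36 to -0.31 in males, -0.29 to -0.27 in females and -0.34 to -0.31 over both sexes with all libraries. With an estimated correlation and with fry, tests that allow for genes of a list varying together, the male myelin list (-0.34) did not pass (adjusted p = 0.821 and 0.949), nor did the female myelin (-0.28), immediate early (0.91) and mitochondrially encoded (-0.46) lists (adjusted p = 0.648 for each, and 0.201, 0.408 and 0.559), and the lists called went from 2 to 0 and 0 in males, from 6 to 0 and 1 in females, from 4 to 0 and 0 for the sex by genotype term, and from 6 to 1 and 1 over both sexes. Gas5 was called in 14 of 16 alternatives (adjusted p from 0.0023 to 0.136) and Erbb4 in 11 of 16 (0.0038 to 0.661). For the changes below the cause was not tested.

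With no filter, genes at an adjusted p under 0.05 were 1 in males and 4 in females, genes at an unadjusted p 583 in males, 916 in females, 888 for the sex by genotype term and 939 over both sexes, lists called in males 1, genes shared by the sexes 24 in place of 13, and the lowest correlation within a group 0.955 in place of 0.939. With a mean CPM over 1 these were 430 genes at an unadjusted p and 1 list in males, 4 genes at an adjusted p in females, and 0.932. The thresholds of the paper's methods text gave 180 genes in males and 276 in females. The replicate block gave 1 gene at an adjusted p, 507 at an unadjusted p and 5 lists in males, 1 gene for the sex by genotype term, 2 in the male hippocampus and 29 genes shared by the sexes, and changed no other of these counts beyond 1.5 times. In a fit of all libraries of the cortex 1 list was called in males and 1 gene in females. Voom called 8 genes in females and 1 in the male hypothalamus, and gave 0.029 for ribosomal protein genes in the female cerebellum, which reverses it. In the quantile-normalized values 0 genes were called in females, 1 for the sex by genotype term, 1 over both sexes, 6 in the male hippocampus, 9 in the male hypothalamus and 10 in the male cerebellum, lists called in males were 1, the genes shared with the paper's table were 147 in males and 277 in females in place of 85 and 163, the difference in Akr1c14 was 1.51 in males and 1.49 in females in place of 0.27 and -0.05, which rest on 0 to 2 estimated reads, and the lowest correlation was 0.915. A pseudocount of 5 gave 0.955 for that correlation.

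Leaving out each library in turn, genes at an adjusted p were 0 to 2 in males, 0 (without female Ctrl replicate 2) to 20 (without female Ctrl replicate 1) in females, 0 to 1 for the sex by genotype term, 0 to 0 over both sexes, 0 to 3 in the male and female hippocampus, 0 to 2 in the male and 0 to 5 in the female hypothalamus, and 0 to 1 in the male and 0 to 5 in the female cerebellum. Those at an unadjusted p were 231 to 435, 395 to 624, 322 to 521 and 351 to 477. Lists called were 1 to 6, 4 to 8, 1 to 5 and 3 to 8. Myelin medians were -0.43 to -0.26, -0.36 to -0.21, -0.06 to 0.14 and -0.39 to -0.28, female immediate early medians 0.48 to 1.17 and mitochondrially encoded medians -0.76 to -0.23. Genes shared with the paper's table were 59 to 71 in males and 108 to 139 in females, and the Akr1c14 difference 0.01 to 0.78 and -0.41 to 0.36. Lists that reversed, with their range over all libraries left out, were choroid plexus (-0.081 without male plKO replicate 1, range -0.55 to 0.86), deep layer neurons (0.20 without male plKO replicate 2, range from -0.099) and immediate early genes (-0.53 without male plKO replicate 3, range to 0.82) in the male cortex, immediate early genes (-0.12 without male Ctrl replicate 3, range to 1.52) and meninges (0.37 without male plKO replicate 2, range from -0.42) for the sex by genotype term, ribosomal protein genes in the male hypothalamus (0.069 without male plKO replicate 1, range from -0.076), striatum in the female hypothalamus (-0.46 without female plKO replicate 2, range to 0.87) and oxidative phosphorylation in the female cerebellum (-0.059 without female Ctrl replicate 1, range to 0.052). Of 11905 further values for single lists and genes, 11301 stayed on their side of the threshold, 225 lost and 149 gained a call, 221 moved and 9 reversed. Depth limits low genes such as Akr1c14 to no statement on a difference.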

Differences from the paper's values

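The paper's table gives Gas5 a log2 fold change of -0.88 in the female cortex, and the normalized counts gave -1.09, a difference larger than the SD of 0.066 between replicates. All 10 alternatives set before the data were examined also differ from the paper's value, but all use the same normalized counts. A filter, a block or a larger fit leaves this difference of group means unchanged, and the others only leave out 1 library. Their number therefore adds little. The quantile-normalized values, an alternative chosen after seeing the values, gave -0.88.

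The paper's table gives Slc1a2 a log2 fold change of 1.86 in the female cortex, and the normalized counts gave 0.062. All 10 alternatives set before the data were examined also differ from the paper's value, but for Slc1a2 too they use the same normalized counts. They leave the difference of group means unchanged or only leave out 1 library, so their number adds little. The quantile-normalized values gave 1.67 as a difference of mean log2(value + 1) and were chosen as an alternative after seeing the values. The paper's value is a log2 ratio of group means, which in these values is within 0.00933 of the paper's for each listed female gene with both means above 0, so the gap between 1.67 and 1.86 is one of scale. Gas5 and Erbb4, which the paper lists and limma called here, are not called with them (adjusted p = 0.136). In these values Slc1a2 stands at 3905, 3905 and 6074 in the Ctrl and 6074, 22191 and 22191 in the plKO libraries of females, and in the normalized counts at 4538, 4133 and 6224 and at 5119, 5015 and 5172.

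The paper's counts of genes come from thresholds that its methods text gives as an unadjusted p, a fold change and a level of expression. At these thresholds the normalized counts gave 111 higher and 69 lower genes in males and 163 higher and 113 lower in females, with CPM in place of FPKM. The paper's table lists 74 genes of males and 180 of females with a fold change under 1.5. At an unadjusted p alone the counts were 160 and 123 in males and 242 and 232 in females, beside the paper's 162, 169, 242 and 262.

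The paper places the disruption of myelin functions in plKO males. In the normalized counts the myelin list was lower in both sexes, at a median of -0.34 in males and -0.28 in females, and the sex by genotype term was 0.05 (adjusted p = 0.79 from camera). With an estimated correlation or fry the list passed in neither sex alone (adjusted p = 0.821 and 0.949 in males, 0.648 and 0.201 in females).

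The paper names clusters of proliferation, survival, differentiation and migration among the disrupted pathways of both sexes, with more genes altered in females. The lists of cell cycle, apoptosis, neurogenesis and neuronal migration did not pass the camera test in either sex (lowest adjusted p = 0.305, cell cycle in females). Camera tests a shift of a list in a single direction, unlike the paper's test of overlap with pathways, which was not repeated. Genes at an unadjusted p under 0.05 numbered 474 in females and 283 in males, where a share of 0.05 gives 502 and 500. In simulated data 3.04% of unchanged genes in females and 3.24% in males were under this p, so 502 and 500 may overstate chance. With the replicate number as a block the counts were 593 and 507. The numbers were not tested between the sexes.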

Other observations

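The correlations across regions and the tests on Gas5 and Erbb4 were chosen after the results were seen, and the genes compared across regions below were chosen after their values were seen.

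The hippocampus, hypothalamus and cerebellum libraries, which the paper does not report, held no gene at an adjusted p under 0.05 from limma in either sex. There were 475 genes at an unadjusted p under 0.05 in the female and 565 in the male hippocampus, 327 and 442 in the hypothalamus, and 247 and 1158 in the cerebellum, where a share of 0.05 gives 498 to 510. In the male cerebellum all 3 plKO libraries lay on the same side of all 3 Ctrl libraries for 19.3% of genes, where chance gives 10%. The share of Yam1 in these libraries was also apart, at 12.7 to 19.6% in Ctrl and 2.17 to 9.48% in plKO, as were the library totals of the normalized counts, at 1.34e+06 to 1.36e+06 and 1.12e+06 to 1.21e+06. Voom on estimated reads called Dtwd2 in the male hypothalamus and no gene in the other 5 comparisons. Myelin genes did not move in the same direction in these regions. Their median was 0.13 in the female hippocampus (adjusted p = 0.0040 from camera, 0.864 with an estimated correlation), -0.18 in the female hypothalamus (adjusted p = 0.0022 and 0.566), 0.36 in the male hypothalamus (adjusted p = 9.7e-10, 0.775 with an estimated correlation) and -0.28 in the female cerebellum (adjusted p = 2.4e-08, 0.880 with an estimated correlation), and the list did not pass in the male hippocampus and cerebellum. Choroid plexus markers were higher in the hippocampus of plKO mice, by 1.10 in females (adjusted p = 0.00017 from camera, 0.864 with an estimated correlation) and 1.36 in males (adjusted p = 3.8e-10 and 0.647), where 7 rose when adjusted over the list alone. Mitochondrially encoded transcripts were lower in the male cerebellum by -0.78, with 17 that fell when adjusted over the list alone, and by -0.45 in the male hippocampus, -0.22 in the male hypothalamus and -0.47 in the female hippocampus (adjusted p under 0.005 from camera for each, over 0.6 with an estimated correlation). In the female hypothalamus 21 of them fell when adjusted over the list alone and the list passed with an estimated correlation (adjusted p = 0.048).

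In the cortex, markers of upper layer neurons had medians of 0.03 in males and 0.00 in females and markers of deep layer neurons -0.02 and -0.08 (adjusted p from camera of 0.625, 0.716, 0.856 and 0.716). Cux1 was 47.1 ± 6.82 normalized counts in Ctrl and 71.1 ± 14.2 in plKO females, and 59.9 ± 14.6 and 43.2 ± 6.91 in males (SD, n = 3 mice), with log2 fold changes of 0.57 and -0.45 that did not pass in limma. In the quantile-normalized values these were 0.39 and -0.24. Foxp2 had log2 fold changes of -0.20 in females and -0.18 in males, Satb2 of -0.25 and 0.06, and Bcl11b, which encodes Ctip2, of -0.26 and 0.22, none of which passed. The paper measured these proteins in sections of the somatosensory cortex, which whole cortex RNA does not resolve. Bdnf (0.16 in females, 0.06 in males) and Igf1 (-0.29 and 0.01) did not pass, nor did Gapdh (0.04 and -0.08) and Ywhaz (-0.09 and 0.20). Interneuron markers had medians of -0.06 in males and 0.15 in females, microglia -0.05 and 0.01, endothelial cells and pericytes 0.04 and -0.02, meninges -0.31 and -0.30, erythrocytes 0.13 and 0.17, choroid plexus 0.69 (2 genes) and -0.59 (3 genes), striatum 0.05 and 0.25, thalamus -0.17 and -0.03, and cerebellum -0.01 and -0.14, none of which passed the camera test without a block. With the replicate number as a block the meningeal list passed in males and in females (adjusted p = 0.036 and 0.037 from camera), and an estimated correlation was not run with the block (0.874 and 0.764 without it). The female cortex did not meet the pairing rule set out above. Cholesterol synthesis in females was at -0.09 and gangliosides at -0.01, and neither passed.

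Libraries with the same sex, genotype and number resembled each other across regions. Over 9586 genes, the deviations of a library from its group's mean were closest to those of the library with its own number in 119 of 144 comparisons between regions, where chance gives 48. In 28 genes the mean correlation of these deviations across the 4 regions was over 0.8, and in none with 99 shuffled numberings (1 of 100 numberings as large). A candidate explanation is that each number stands for 1 animal, sampled in all 4 regions, so that results which recur in several regions are not independent. Some of the 28 genes were on or off alike in all 4 regions. Gm10073 was at least 218 normalized counts in all 4 regions for 6 of the 12 sets of libraries with the same sex, genotype and number and at most 4.06 in all 4 regions for the other 6, with plKO females 1, 2 and 3, female Ctrl 1, male Ctrl 1 and male plKO 2 among the first. Gm10263 was at least 58.0 in 3 sets and at most 1.23 in the other 9.

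Gas5 and Erbb4, the genes that fell in plKO females, and Dtwd2, the gene with the smallest p in males, were among these 28 genes, with mean correlations of 0.88, 0.83 and 0.82, where the median of all genes was 0.06 and the 95th percentile 0.42. Gas5 was 454, 616, 893 and 399 in the cortex, hippocampus, hypothalamus and cerebellum of male plKO 3, and 285, 338, 450 and 222 in male plKO 2. Erbb4 was highest in replicate 1 among the males of each genotype in all 4 regions, at 89.7 and 116 in the cortex. In females both genes were lower in all 3 plKO than in all 3 Ctrl libraries of each of the 4 regions, by -1.09, -0.59, -0.81 and -0.68 for Gas5 and -1.59, -0.97, -0.97 and -1.03 for Erbb4. The hypothesis was that differences between animals of the same genotype, such as inherited variants, set the level of these genes in every region. It had values that it needs, since the lower mean correlation of the 2 genes was 0.83. This correlation pools both sexes, with the males given above. Among Ctrl females the order of Gas5 changed between regions, at 455, 494 and 484 in the cortex and 523, 474 and 601 in the hippocampus. The correlation thus cannot tell whether such differences made the contrast between the female genotypes. With 3 animals in a group they could still fall between the genotypes. A variant was not looked for, since the tables hold no sequence, and an effect of plKO on these genes in females stays open. Dtwd2 was lower in all 3 plKO than in all 3 Ctrl libraries of each of the 4 male regions, by -1.64, -2.02, -2.44 and -1.81, and it was lower in plKO females as well, by -0.84, -0.93, -1.49 and -1.001, with the groups apart in the regions other than the cortex. Fos and Dusp1, which are immediate early genes, were among the 28 as well, with mean correlations of 0.88 and 0.82, while Mbp was at 0.28 and Plp1 at 0.22.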
